# SWI/SNF regulates half of its targets without the need of ATP-driven nucleosome remodeling by Brahma

**DOI:** 10.1186/s12864-018-4746-2

**Published:** 2018-05-18

**Authors:** Antonio Jordán-Pla, Simei Yu, Johan Waldholm, Thomas Källman, Ann-Kristin Östlund Farrants, Neus Visa

**Keywords:** SWI/SNF, Gene expression, Transcription regulation, *Drosophila melanogaster*

## Abstract

**Background:**

Brahma (BRM) is the only catalytic subunit of the SWI/SNF chromatin-remodeling complex of *Drosophila melanogaster*. The function of SWI/SNF in transcription has long been attributed to its ability to remodel nucleosomes, which requires the ATPase activity of BRM. However, recent studies have provided evidence for a non-catalytic function of BRM in the transcriptional regulation of a few specific genes.

**Results:**

Here we have used RNA-seq and ChIP-seq to identify the BRM target genes in S2 cells, and we have used a catalytically inactive BRM mutant (K804R) that is unable to hydrolyze ATP to investigate the magnitude of the non-catalytic function of BRM in transcription regulation. We show that 49% of the BRM target genes in S2 cells are regulated through mechanisms that do not require BRM to have an ATPase activity. We also show that the catalytic and non-catalytic mechanisms of SWI/SNF regulation operate on two subsets of genes that differ in promoter architecture and are linked to different biological processes.

**Conclusions:**

This study shows that the non-catalytic role of SWI/SNF in transcription regulation is far more prevalent than previously anticipated and that the genes that are regulated by SWI/SNF through ATPase-dependent and ATPase-independent mechanisms have specialized roles in different cellular and developmental processes.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4746-2) contains supplementary material, which is available to authorized users.

## Background

SWI/SNF is an evolutionarily conserved ATP-dependent chromatin remodeling complex that controls fundamental biological processes such as progress through the cell cycle, development and metabolism [1, 2]. SWI/SNF uses ATP hydrolysis to remodel nucleosomes at promoter regions and within gene bodies, and SWI/SNF is an important player in transcription regulation [3–5]. Brahma (BRM) is the only ATPase subunit of the SWI/SNF complex of *Drosophila melanogaster.* The catalytic activity of the mammalian SWI/SNF is provided by one of two paralogs BRM and BRM-related gene 1 (BRG1).

Much work has been directed towards identifying BRM target genes, and ChIP-seq studies have provided genome-wide maps of SWI/SNF occupancy in different organisms including nematodes [6], mammals [7, 8] and plants [9, 10]. SWI/SNF binds to promoters, enhancers and insulator regions in the mammalian genome [7], and it is recruited to its genomic targets through interactions with post-translationally modified histones and chromatin proteins [11]. However, much remains to be understood about the mechanisms by which SWI/SNF regulates gene expression.

In recent years, experiments in human and fly cells have provided evidence that SWI/SNF regulates not only transcription but also pre-mRNA processing, and that this role at the RNA level is uncoupled from the nucleosome-remodeling capacity of SWI/SNF [12–16]. The regulation of gene transcription by SWI/SNF has instead been regarded as a process that is intimately associated with the ability of BRM to undergo conformational changes in an ATP-dependent manner. In mammals, an intact ATPase domain of either BRM or BRG1 is essential for the nucleosome-remodeling activity of the SWI/SNF complex in vitro and in vivo [17–21]. However, at least two independent studies have suggested that transcription regulatory events may take place in *D. melanogaster* that involve BRM but not its ATPase activity. In one of the studies*,* Zraly and coworkers proposed that BRM represses the expression of the late *Eig* genes of *D. melanogaster* through a mechanism that does not require a functional ATPase domain [22]. In a more recent report, Kwok and coworkers showed that BRM fine-tunes circadian transcription in a non-catalytic manner by recruiting transcriptional repressors to target genes [23]. These observations prompted us to investigate the extent of the ATPase-independent function of BRM in transcription regulation. We combined RNA-seq and ChIP-seq to identify BRM target genes in S2 cells, and we made use of the dominant-negative mutant *Brm*^*K804R*^ that lacks ATPase activity [20] to study the magnitude of the non-catalytic roles of SWI/SNF in transcription regulation on a genomic scale. We show that approximately half of the BRM target genes in S2 cells (49%) are regulated through mechanisms that do not require BRM to have an ATPase activity, which reveals that the non-catalytic mode of action is far more prevalent than previously anticipated. The groups of genes regulated by BRM through catalytic and non-catalytic mechanisms are involved in different biological processes and are characterized by different promoter configurations, which reveals an additional level of complexity in the mechanisms of SWI/SNF action.

## Results

### The BRM-bound genes in the genome of S2 cells

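S2 cells, an established cell line of Drosophila melanogaster, were analyzed by ChIP-seq with an antibody against the endogenous BRM in 2 biological replicates, each with an immunoprecipitated sample (IP) and an Input sample. According to the methods, the authors aligned the reads to the BDGP6 assembly and averaged the read coverage over the body and short flanks of each gene. The deposited table holds this coverage signal for 13924 genes. The paper's stated average depth is 39.6 M reads per sample, but the table's values have decimals and come without the reads of each library, so that no counting error can be given. The mean signal per gene was 2.31 and 2.05 in the IP samples of replicates 1 and 2, and 2.36 and 2.11 in their Input samples. For each replicate, the IP signal of a gene was divided by its Input signal, and the ratios of both replicates were averaged for the 13557 genes with an Input signal of at least 0.5 in both. The methods require an IP/Input of at least 1.1 for the average over the gene, and do not say how replicates were combined for this criterion. With the mean of the replicate ratios, 2117 genes (15.6%) were bound by BRM, and with the ratio of the summed signal, tried after seeing the data, 2279 genes. This criterion involves no test. Replicate 1 alone gave 2154 genes and replicate 2 alone gave 3504. Only 186 genes reached 1.1 in both replicates, and 557 would do so by chance if the replicates were unrelated. Across genes, which are not independent replicates, Pearson's r between the replicates was 0.734 for the IP signal, 0.955 for the Input signal and -0.282 for log2 IP/Input, each with a pseudocount of 0.1. The difference between IP and Input was also tested per gene with limma on log2(signal + 0.1). It gave 0 genes with a Benjamini-Hochberg adjusted p under 0.05. At an unadjusted p under 0.05, 3 genes were higher and 6 were lower in the IP. A required ratio of 1.0 in place of 1.1 raised the number of bound genes to 5196.

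**Figure D1:**
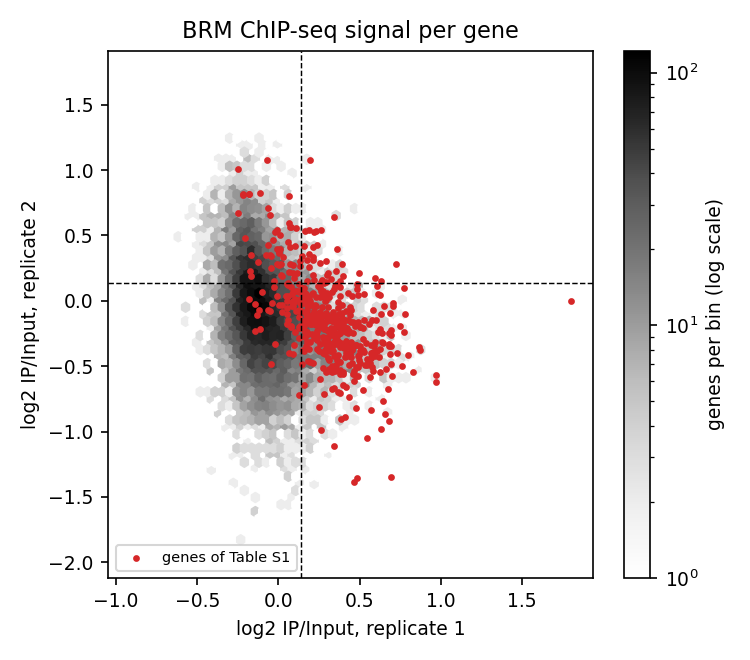
Each axis gives log2 IP/Input per gene, with replicate 1 on the x axis and replicate 2 on the y axis. Grey bins hold 13541 genes (darker bins hold more genes, log scale), 16 genes lie outside the plotted range, red points are 496 genes of Table S1, and dashed lines mark an IP/Input of 1.1. Most red points lie to the right of the vertical line and below the horizontal line.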

ChIP-seq experiments using an antibody against the endogenous BRM identified 2521 genes bound by BRM in S2 cells of *D. melanogaster*. BRM binds upstream of the transcription start site (TSS) and downstream of the cleavage and polyadenylation site (also referred to as “transcription end site” or TES). Moreover, a substantial amount of BRM is bound to the gene bodies (Fig. 1a-b), in agreement with reports from other species [4, 8]. The abundance of BRM in introns was surprisingly high (43.9%, Fig. 1b). Introns were also highly represented (28%) among the BRG1-enriched regions identified by Attanasio and coworkers in human cells [8].

**Fig. 1:**
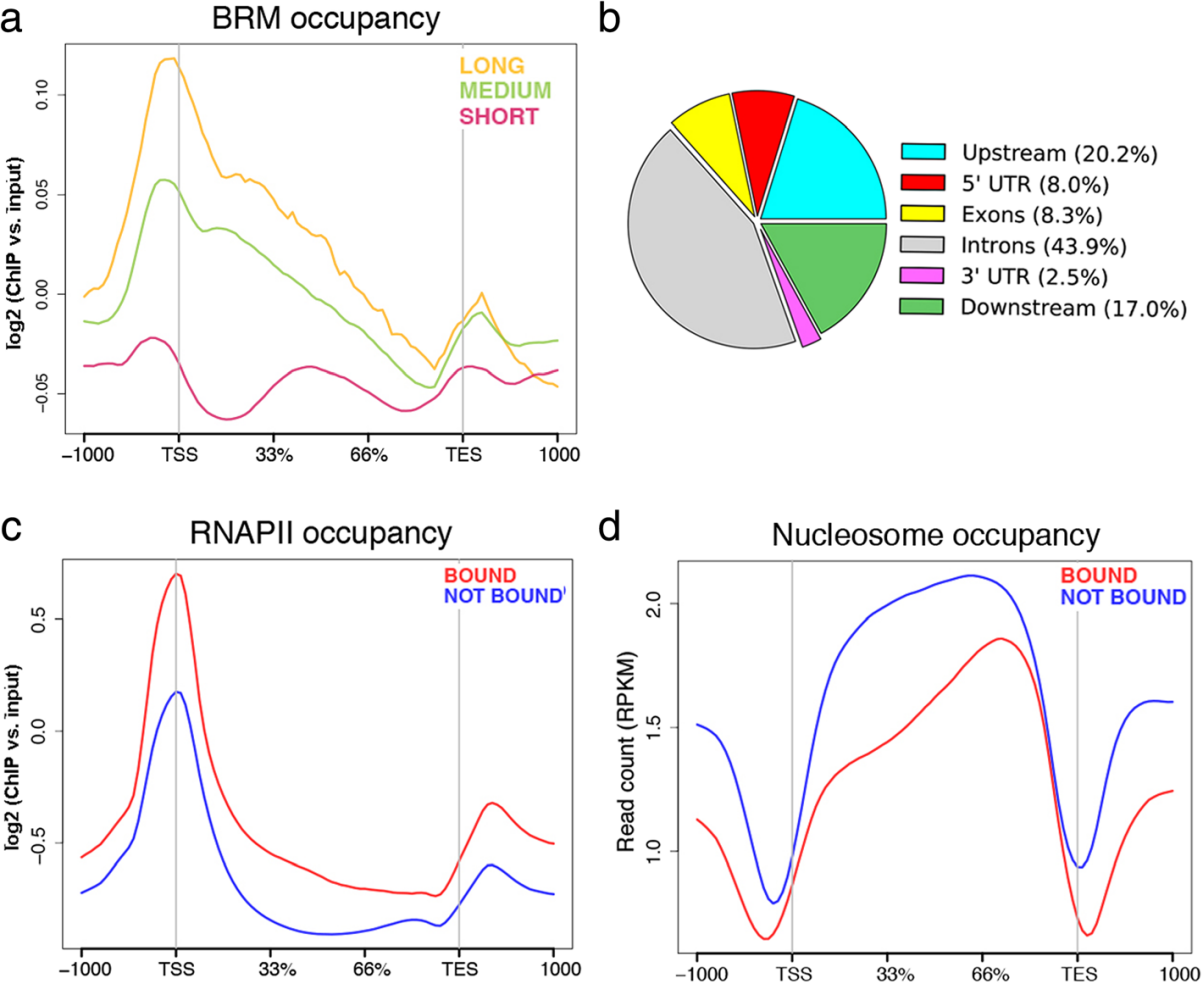
BRM occupancy in S2 cells analyzed by ChIP-seq with an antibody against the endogenous BRM. **a** The average distribution of BRM in genes classified according to gene length as indicated in the figure. *n* = 1357, 7763 and 4798 for long, medium and short genes, respectively. **b** The pie diagram shows the distribution of BRM peaks in the genome of S2 cells in relation to gene features. **c** Metagene analysis of RNAPII distribution in the BRM-bound (red, *n* = 2521) and not bound (blue, *n* = 11,403) genes. The plot is derived from data from Lam et al. [52]. The antibody used for the RNAPII ChIP-seq experiment was directed against Rpb3. **d** The average nucleosome density in the BRM-bound and not bound genes. The plot is derived from data from Shi et al. [25]

On average, the BRM-bound genes in S2 cells were characterized by higher levels of RNA polymerase II (RNAPII) than the rest of the genes (Fig. 1c). This observation is in good agreement with previous studies showing that BRM associates preferentially with transcriptionally active loci in the polytene chromosomes of *D. melanogaster* [24] and *Chironomus tentans* [13]. However, the levels of BRM were not correlated with the levels of RNAPII at individual genes (Additional file 1: Figure S1), in agreement with the fact that many BRM target genes are repressed by BRM (see for example reference [3] and our results below). Moreover, the BRM-bound genes were characterized by a much lower nucleosome density in the gene body than the unbound genes, and by more pronounced nucleosome-depleted regions upstream and downstream of the TSS and TES, which can be seen by comparing our ChIP-seq results with results from a micrococcal nuclease study (MNase-seq) carried out by Shi et al. [25] (Fig. 1d). 

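Gene lengths were taken from the BDGP6 annotation. BRM occupancy was taken as the mean log2 IP/Input over each whole gene, averaged over both replicates, so the profile along the gene is not resolved. The 1225 genes longer than 15 kb had a mean of -0.0014, the 7410 genes of medium length had -0.06, and the 4411 genes shorter than 1.5 kb had -0.10. The difference between long and short genes was 0.10 on the log2 scale (two-sided permutation test over genes, p = 1e-05, the smallest p that 100000 permutations can give). Single genes spread widely, with an SD of 0.10 among the long genes and 0.24 among the short ones. The order of the 3 classes was the same in each replicate. It ran from 0.04 in long genes to -0.08 in short genes in replicate 1, and from -0.04 to -0.12 in replicate 2. The share of genes that passed the IP/Input criterion ran the other way, with 12.1% of the long, 14.0% of the medium and 19.3% of the short genes.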

Interestingly, BRM was preferentially associated with long genes (> 15 kb) and was underrepresented in short genes (< 1.5 kb) (Fig. 1a). The presence of BRM in gene bodies and its preferential association with long genes suggests that SWI/SNF plays a prominent role in transcription elongation. The presence of BRM in gene bodies may also be linked to its role in pre-mRNA splicing [12, 13]. Roles in RNAPII elongation have been attributed to Swi2 in budding yeast [4] and BRG1 in mammals [5], and may provide a mechanistic basis for the regulation of alternative splicing by SWI/SNF [12].

### Identification of BRM target genes in S2 cells

We were interested in identifying the genes that are regulated by BRM and in distinguishing ATPase-dependent from ATPase-independent regulatory events. To this aim, we chose to follow a mild overexpression approach. The levels of BRM expression are lower in S2 cells than in many other fly tissues in vivo (modENCODE data available at FlyBase http://flybase.org/reports/FBgn0000212.html), and we argued that a slight overexpression in S2 cells would mimic the natural levels of BRM expression observed in tissues where SWI/SNF plays relevant physiological roles. We depleted the endogenous BRM by RNA interference (RNAi) in S2 cells, and we slightly overexpressed V5-tagged recombinant BRM proteins, either wild-type BRM (recBRM-V5) or a catalytically inactive BRM mutant (recBRM-K804R-V5) (Fig. 2a). We then carried out RNA-seq analyses to describe the effects of the treatments on the S2 transcriptome.

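The RNA-seq experiment comprised 4 groups of S2 cells with 2 biological replicates each. Control cells carried no BRM plasmid and were treated with dsRNA against GFP. BRM-depleted cells carried no BRM plasmid and were treated with dsRNA against BRM. The cells with stably integrated recBRM-V5 or recBRM-K804R-V5 plasmids were also treated with dsRNA against BRM for 48 h, and received 100 μM copper sulfate for the last 24 h to induce the recombinant protein. Fig. 2a marks copper only for the recombinant lines, and the paper's text does not state it for cells without a BRM plasmid. The authors prepared strand-specific poly(A) libraries, mapped the reads with TopHat2 to BDGP6, counted them per gene with HTSeq, and deposited the counts without normalization. The counts on genes summed to 9134692 and 8158092 in the control libraries, 6603905 and 6896037 in the BRM-depleted libraries, 8759362 and 7338514 in the recBRM-V5 libraries, and 10287294 and 6600562 in the recBRM-K804R-V5 libraries. The paper's stated depth is 10–15 M paired-end reads per sample, and the values below rest on the counts. The 10 most abundant genes took 6.77% to 9.92% of the counts. Replicates differed by more than sampling noise in every group (chi-square per degree of freedom from 9.71 to 86.4), so each library was counted as a separate sample. The counts were normalized with the TMM method, with factors from 0.959 to 1.04, and tested with edgeR's quasi-likelihood test with all 8 libraries in 1 fit. Of 12986 genes, the 8165 that passed edgeR's filter on low counts were tested. Their common biological coefficient of variation was 0.192. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. On the first principal component, which held 55.1% of the variance, the recombinant lines lay apart from the cells without a BRM plasmid.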

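The brm gene (FBgn0000212) lies on the minus strand of chromosome 3L of BDGP6, from 15970082 to 15982869. Its counts do not separate endogenous from plasmid transcripts. The TMM-normalized level of brm RNA was 440 ± 8.76 CPM (SD, n = 2) in control cells, 176 ± 1.39 CPM (SD, n = 2) in BRM-depleted cells, 20764 ± 5839 CPM (SD, n = 2) in recBRM-V5 cells and 2062 ± 79.7 CPM (SD, n = 2) in recBRM-K804R-V5 cells. Relative to control cells, brm RNA rose by a log2 fold change of 5.56 in recBRM-V5 cells (standard error 0.31, edgeR adjusted p = 0.000192), and by 2.23 in recBRM-K804R-V5 cells (standard error 0.27, edgeR adjusted p = 0.00231). With each library left out in turn, the first of these values stayed between 5.24 and 5.82. In BRM-depleted cells the log2 fold change was -1.32 (standard error 0.26). Both BRM-depleted libraries lay below both control libraries, but the change did not pass the threshold over all genes (edgeR adjusted p = 0.468, unadjusted p = 0.00101). In recBRM-V5 cells brm RNA was higher than in recBRM-K804R-V5 cells by 3.33 (standard error 0.28, edgeR adjusted p = 0.00126). The metallothionein gene MtnA (FBgn0002868), whose family has the type of promoter used in the expression vectors, lies on the minus strand of chromosome 3R from 9783407 to 9784370. It had 206 ± 24.8 CPM (SD, n = 2) in control cells and 205 ± 13.3 CPM (SD, n = 2) in BRM-depleted cells. In recBRM-V5 cells it rose to 8467 ± 2410 CPM (SD, n = 2) and in recBRM-K804R-V5 cells to 6334 ± 1549 CPM (SD, n = 2). The difference of MtnA between the recombinant lines, a log2 fold change of 0.42 with the higher level in recBRM-V5 cells, did not pass the threshold over all genes (standard error 0.29, edgeR adjusted p = 0.488). The 4 tested metallothionein genes had a median difference of 0.66 in the same direction. The protein levels in Fig. 2a were not analysed here.

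**Figure D2:**
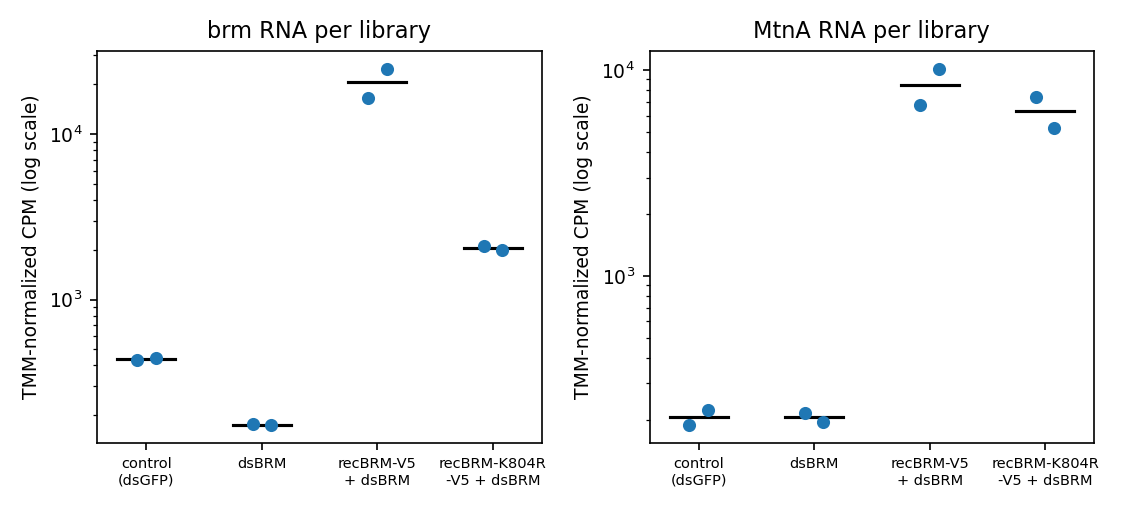
The y axes give TMM-normalized CPM of brm (left) and MtnA (right) on a log scale, and the x axes give the 4 groups of cells. Each point is a library and each line the mean of 2 libraries. For brm, the recBRM-V5 libraries lie above the recBRM-K804R-V5 libraries, and for MtnA the recombinant lines lie close together and above the cells without a BRM plasmid.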

**Fig. 2:**
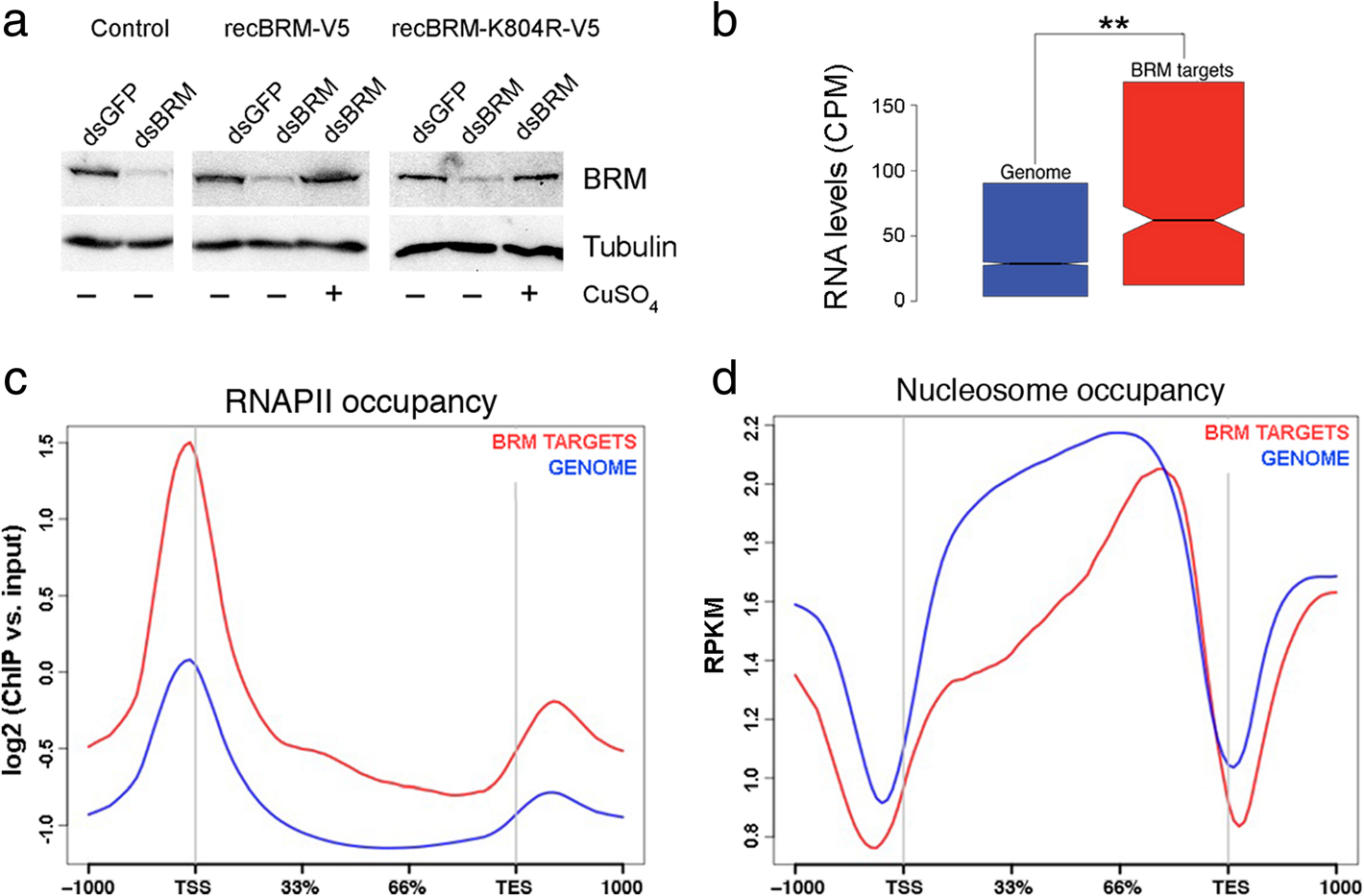
The confident BRM target genes in S2 cells. Control cells and cells stably transfected with expression vectors for recBRM-V5 and recBRM-K804R-V5 were treated with dsRNA to knock down BRM. Control cells were treated in parallel with dsRNA complementary to GFP. The expression of the recombinant proteins was induced with CuSO_4_, as indicated. **a** Western blot analysis of BRM levels using an antibody against the endogenous BRM. Tubulin was used as a loading control. **b** Box plot showing the average expression levels of the BRM target genes compared with the average expression level of all the genes in S2 cells. **c**-**d** Metagene analyses of RNAPII and nucleosome occupancy in the BRM target genes (red, *n* = 541) and flanking sequences (X-axis) compared with the average distributions in all the S2 genes (blue, n = 13,294 genes)

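In recBRM-V5 cells, 1483 of the tested genes changed relative to control cells, 892 to a higher and 591 to a lower level. The test of the limma package on the same counts (limma-voom) gave 1476 genes. Of the alternatives tried, an adjusted p under 0.01 lowered the number most, to 560 genes, and 2562 genes had an unadjusted p under 0.05. Scaling by library size alone, in place of TMM, gave 760 higher and 751 lower genes. By fitted fold change, the 5 largest rises were those of MtnD, MtnE, DNaseII, MtnB and ACXA. Each of them had at most 1 count per control library, so that only a lower bound can be given. It ranged from at least 31.8-fold for ACXA (FBgn0040510) to at least 278-fold for MtnD (FBgn0053192). At its bound, a log2 fold change of 4.99, ACXA is not shown to exceed brm (5.56), so this set of 5 is uncertain. By fitted fold change, the 5 largest falls were those of CG1503, Boot, FBgn0085755, dib and CG42581. FBgn0085755 (31 and 21 control counts) and dib (28 and 20) had 0 counts in both recBRM-V5 libraries, so their rank is uncertain. CG1503 (FBgn0031157) fell from 207 and 193 counts in the control libraries to 1 and 0 counts in the recBRM-V5 libraries. Boot (FBgn0033374) had a log2 fold change of -7.81 (standard error 0.36, adjusted p = 0.000174 from edgeR's quasi-likelihood test).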

We first analyzed the transcriptomes of the S2 cells that slightly overexpressed wild-type BRM in a depletion background, and identified 2112 genes with differential expression compared to control cells. Out of the 2112 genes, 541 were BRM-bound (245 decreased and 296 increased expression levels). This group of 541 genes occupied by BRM and affected by expression of wild-type BRM constituted a confident set of BRM target genes in S2 cells (Additional file 1: Table S1 and Additional file 1: Figure S2) and were studied further.

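Intersecting the 2 experiments, and leaving out 7 genes that the supplement names as upregulated by copper sulfate, 210 genes were both bound by BRM and changed in recBRM-V5 cells. Of these, 93 were lower and 117 were higher than in control cells. This number followed the rule for binding. It was 617 with an IP/Input of at least 1.0, 33 with 1.1 required in both ChIP-seq replicates, and 435 with ChIP-seq replicate 1 alone. With limma on the ChIP-seq signal no gene was bound, and the number was 0. Of the 541 names printed in Table S1, 502 (92.8%) were matched to the RNA-seq table and 478 were among the tested genes. Of the latter, 383 (80.1%) changed in recBRM-V5 cells at an adjusted p under 0.05, and 476 had an unadjusted p under 0.05. Of the 496 Table S1 genes with sufficient Input signal, 187 passed the criterion for binding on the mean of the replicates, 387 passed it in replicate 1 alone, and 87 in replicate 2 alone.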

A gene ontology (GO) classification of biological processes showed a large functional diversity among the BRM target genes, many of which encode regulatory proteins and enzymes, and supported the involvement of BRM in important biological processes such as metabolism, cell communication, immune response and development (Additional file 1: Figure S3). 

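The level of each gene in control cells was taken as the mean CPM of the control libraries, without a scaling factor. Of the genes that were bound by BRM and changed in recBRM-V5 cells, 209 were detected in control cells, with a median of 23.2 CPM. The other 10461 detected genes had a median of 20.2 CPM. The difference of the medians was 0.19 on the scale of log2(CPM + 1) and did not pass a two-sided permutation test over genes (p = 0.510, 100000 permutations), whereas a permutation of the mean rank gave p = 0.0009. With replicate 2 of the control cells alone the difference was 0.0069. In a comparison added after seeing the data, the 493 detected genes of Table S1 had a median of 53.9 CPM against 19.4 CPM for all other detected genes, a difference of 1.43 (permutation test, p = 1e-05, the smallest p it can give). Targets had to be called as changed, and the targets derived here come from the 8165 tested genes. The other detected genes include genes too low to be tested. Higher expression of targets is therefore partly built into these comparisons.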

The BRM target genes were more expressed in S2 cells than the rest of the genes (Fig. 2b), and were occupied by BRM in a bimodal fashion, with highest occupancy upstream of the TSS, as for the total of the BRM bound genes (compare Fig. 1a and Additional file 1). Moreover, the genes repressed by BRM in S2 cells were characterized by higher levels of BRM in the gene bodies than the upregulated genes (Additional file 1: Figure S4).

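The mean log2 IP/Input over the whole gene was compared between the genes of Table S1 that decreased and those that increased in recBRM-V5 cells. It was 0.09 in 221 decreased genes (SD 0.14) and 0.07 in 275 increased genes (SD 0.14). The difference of 0.018 did not pass a two-sided permutation test over genes (p = 0.169), nor a permutation of the mean rank (p = 0.0693). With the GC trend removed the difference was 0.023 (permutation test, p = 0.0598). Without this removal it was 0.038 in replicate 1 alone and -0.0024 in replicate 2 alone, so its direction rested on replicate 1. Among the 210 target genes derived here it was -0.00064 (permutation test, p = 0.963).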

The BRM targets were also characterized by higher RNAPII levels (Fig. 2c) and lower nucleosome levels (Fig. 2d) than the average of the genome, in both the gene body and flanking regions. 

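Of the 210 target genes derived here, 44.3% had a lower RNA level in recBRM-V5 cells than in control cells. Across the alternatives that still gave targets, this share ranged from 36.6%, with an absolute log2 fold change of at least 1 required, to 50.5%, with scaling by library size alone.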

Interestingly, 46% of the identified targets (245 out of 541) were repressed by BRM, which points to a dual active/repressive role for BRM in transcription regulation and shows that the repressive function of BRM is very prevalent in the fly genome. The genes that were repressed by BRM showed on average higher RNAPII occupancy and lower nucleosome density in the gene body than the genes upregulated by BRM (Additional file 1: Figure S5).

### The genes regulated by BRM through ATPase-independent mechanisms

We then compared the effect of expressing wild-type BRM with that of expressing the ATPase mutant on the transcriptome of S2 cells. The rationale of the experiment was that genes regulated by BRM in an ATPase-independent manner (called “ATPase independent genes” from here on) would be similarly affected by expression of either active or inactive BRM. Of the 541 genes that were affected by the expression of wild-type BRM, 270 were also affected by expression of the mutant protein, and the change was in the same direction (either increased or decreases in both treatments) in 267 out of these 270 cases. 

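In recBRM-K804R-V5 cells, 857 genes changed relative to control cells, 518 to a higher and 339 to a lower level. Of the 210 target genes derived here, 99 were not among them. The remaining target genes were, and all of these changed in the direction seen in recBRM-V5 cells. By the paper's rule the ATPase-independent share was therefore 52.9% (95% Wilson interval 46.1% to 59.5%), and it ranged from 34.0% at an adjusted p under 0.01 to 62.4% in fits of only the 4 libraries compared. The interval covers counting error only. Both lines are stable lines that received copper, and only the 7 copper genes of the supplement were left out. Any other change caused by copper or by the making of the lines would also count as ATPase-independent. Of the Table S1 genes, 197 of the 247 tested ATPase-independent genes changed in recBRM-K804R-V5 cells, counted in either direction, and all 247 had an unadjusted p under 0.05. Of the 231 tested ATPase-dependent genes, 7 changed and 68 had an unadjusted p under 0.05. Across all 8165 tested genes, which are not independent replicates, Pearson's r between the log2 fold changes of both recombinant lines was 0.716, and 74.8% of genes changed in the same direction. Both comparisons use the same control libraries, and unchanged groups simulated against those controls gave a mean r of 0.493 (SD 0.010 over 20 simulations) and 66.7% of genes in the same direction. With 1 control library for each line, r was 0.648 or 0.557 depending on the assignment, and simulated unchanged groups gave -0.00092. In all, 583 genes were called in both lines, 568 of them in the same direction. Chance alone would give 156 if the comparisons were independent, but they share the control libraries, so this number is not a full reference.

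**Figure D3:**
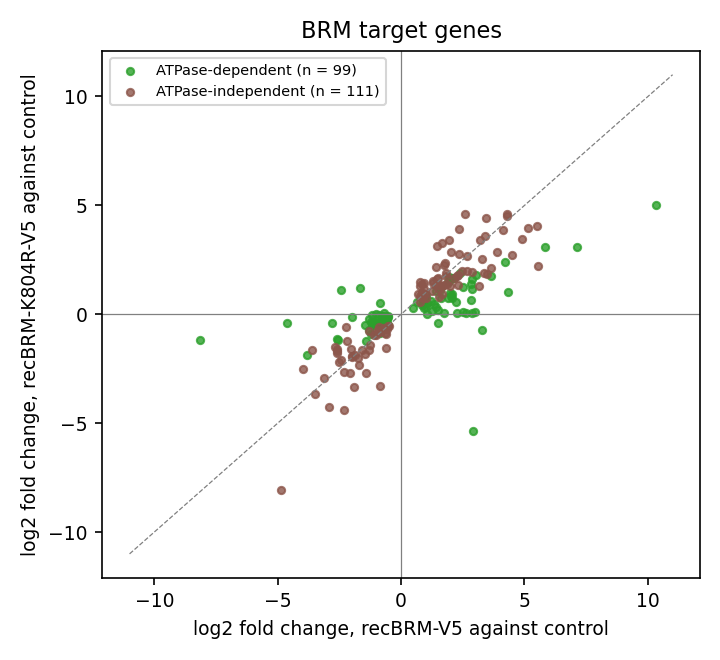
The x axis gives the log2 fold change of recBRM-V5 cells and the y axis that of recBRM-K804R-V5 cells, both against control cells, for the 210 target genes derived here. Green points are 99 ATPase-dependent genes, brown points are the ATPase-independent genes, and the dashed line marks equal changes. The brown points spread along this line and most green points lie between it and the x axis.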

We concluded that this group of 267 genes (49.35% of target genes) are regulated through mechanisms that involve BRM but do not require its catalytic activity (Fig. 3). Therefore, such mechanisms must be different from conventional ATP-dependent chromatin remodeling by SWI/SNF.

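The same comparison was made for genes that changed in recBRM-V5 cells but were not bound by BRM. Of these, 435 of 1213 (35.9%) changed in the same direction in recBRM-K804R-V5 cells, against 52.9% of the 210 bound genes. The difference of 17.0 percentage points was significant (two-sided Fisher's exact test, p = 5.05e-06). It was 4.93 percentage points without ChIP-seq replicate 1 and 11.0 without replicate 2. With an IP/Input of at least 1.0 it was 15.2 percentage points (Fisher's exact test, p = 5.24e-09). At an adjusted p under 0.01 the difference was 0.38 percentage points (Fisher's exact test, p = 1). From the target genes that changed in the same direction with either protein, the paper concludes that BRM regulates this group by mechanisms in which its catalytic activity is not required, and reasons that these mechanisms differ from conventional chromatin remodeling.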

**Fig. 3:**
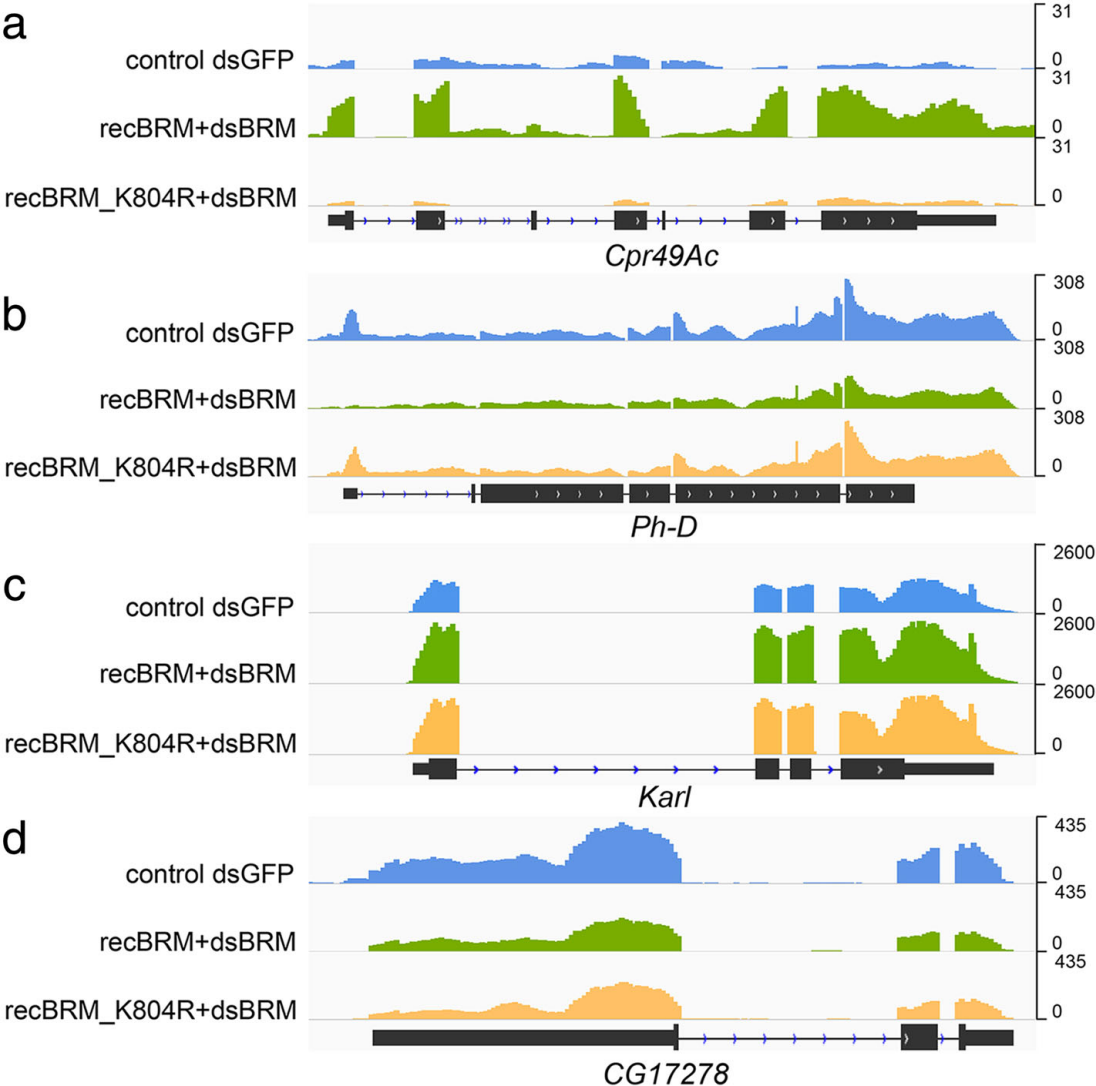
Examples of the effect of BRM expression on transcript levels. RNA-seq of total RNA purified from control S2 cells and from cells that expressed recombinant BRM, either recBRM-V5 or recBRM-K804R-V5, in a depletion background. **a**-**b** Examples of ATPase-dependent genes. The RNA levels of *Cpr49Ac* and *Ph-D* are increased and decreased, respectively, by recBRM-V5 expression but not by expression of the catalytically inactive recBRM-K804R-V5. **c**-**d** Two examples of ATPase-independent genes. Expression of either recBRM-V5 or recBRM-K804R-V5 have similar effects on the RNA levels of *Karl* and *CG17278*

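Cpr49Ac (FBgn0033725, chromosome 2R from 12386666 to 12390057) had 3.57 ± 1.08 CPM (SD, n = 2) in control cells, 15.1 ± 1.50 CPM (SD, n = 2) in recBRM-V5 cells and 2.53 ± 0.798 CPM (SD, n = 2) in recBRM-K804R-V5 cells. Its log2 fold change against control cells was 2.07 in recBRM-V5 cells (standard error 0.33, edgeR adjusted p = 0.00502) and -0.47 in recBRM-K804R-V5 cells (standard error 0.36, edgeR adjusted p = 0.491). The difference between the recombinant lines was itself significant (log2 fold change 2.54, standard error 0.34, edgeR adjusted p = 0.00721). For ph-d (FBgn0004860, chromosome X from 2115727 to 2123286), which has a close paralog whose reads the counting could have shared, the level was 115.3 ± 2.32 CPM (SD, n = 2) in control cells, 52.2 ± 2.78 CPM (SD, n = 2) in recBRM-V5 cells and 89.8 ± 2.79 CPM (SD, n = 2) in recBRM-K804R-V5 cells. These levels correspond to log2 fold changes of -1.14 (standard error 0.13, edgeR adjusted p = 0.00139) and -0.36 (standard error 0.13, edgeR adjusted p = 0.117), and the recombinant lines differed by -0.78 (edgeR adjusted p = 0.0150). Karl (FBgn0030334, chromosome X from 11787381 to 11792253) was not called in either line. Its log2 fold change was 0.33 in recBRM-V5 cells (standard error 0.31, edgeR adjusted p = 0.514) and 0.34 in recBRM-K804R-V5 cells (standard error 0.31, edgeR adjusted p = 0.561), and without replicate 1 of the recBRM-V5 cells the former was -0.27. CG17278, listed as peg in the annotation (FBgn0046763, chromosome 3R from 21021044 to 21024163), changed by -0.63 in recBRM-V5 cells (standard error 0.16, edgeR adjusted p = 0.0282) and by -0.91 in recBRM-K804R-V5 cells (standard error 0.16, edgeR adjusted p = 0.00991).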

We considered the possibility that the effects observed in cells that expressed the ATPase mutant could be due to the low levels of endogenous active BRM, not to the function of the mutant protein. If so, BRM depletion should reproduce the effect of expressing mutant BRM, which was not the case. 

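In BRM-depleted cells compared with control cells, 0 of the tested genes passed an adjusted p under 0.05, and 378 had an unadjusted p under 0.05. None of the ATPase-independent genes derived here was therefore called, and 25 of the 191 ATPase-independent genes derived at an unadjusted p under 0.05, a threshold added after seeing the data, also had one in BRM-depleted cells. Of the 24 names in Table S2, 22 were matched. All 22 were tested, 0 passed the adjusted threshold in BRM-depleted cells, and 20 had an unadjusted p under 0.05. The DESeq2 test called 20 genes in BRM-depleted cells, 4 of them ATPase-independent in the same test. In fits of only the 4 libraries compared, 44 genes were called, 1 of them ATPase-independent. Without the filter on low counts the numbers were 66 and 7. The depleted gene brm itself, with a log2 fold change of -1.32, was not called in the main fit. The 0 therefore does not show that no gene responded to the depletion.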

Only 24 out of the 267 ATPase independent genes were differentially expressed in BRM-depleted cells compared to control dsGFP cells (Additional file 1: Table S2). This observation rules out the possibility that the observed effects are due to low levels of active BRM.

Of the 541 BRM targets identified above, 274 reacted differently to the expression of wild-type and mutant BRM. 

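The difference between the recombinant lines was tested directly. In all, 387 genes differed between recBRM-V5 and recBRM-K804R-V5 cells, 205 with a higher and 182 with a lower level in recBRM-V5 cells. Of the 99 target genes derived here that were changed only in recBRM-V5 cells, 23 were among them (23.2%, 95% Wilson interval 16.0% to 32.5%), and 71 had an unadjusted p under 0.05. Of the target genes changed in both lines, 16 (14.4%) differed. Among the Table S1 genes, 43 of 231 ATPase-dependent genes (18.6%) and 28 of 247 ATPase-independent genes (11.3%) differed between the lines. The share of ATPase-dependent genes that differed was highest, at 57.0%, with an unadjusted p under 0.05, which was added after seeing the data, and lowest, at 11.1%, with binding required in both ChIP-seq replicates. The recombinant lines also differed in the level of brm RNA itself.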

The mutant protein lacks ATPase activity, but is able to assemble into SWI/SNF complexes (reference [20] and Additional file 1: Figure S6). Moreover, ChIP-seq analysis of recombinant BRM proteins showed that both the wild-type and the mutant BRM were recruited to the genomic targets identified above (Additional file 1: Figure S7). We also analyzed the association of wild-type and mutant BRM with the ATPase-dependent and ATPase-independent genes using metagene profile comparisons and correlation analyses (Additional file 1: Figure S8). These comparisons supported the conclusion that the wild-type and the non-catalytic mutant BRM are recruited to both ATPase-dependent and ATPase-independent genes, which rules out differences due to defects in SWI/SNF targeting. Thus, we concluded that the 274 genes that reacted differently to the expression of wild-type and mutant BRM are regulated in an ATPase-dependent manner (Additional file 1: Table S1, Figure 3).

The levels of recombinant BRM, either wild-type or mutant, were higher in the gene body and lower downstream of the TES in the ATPase-dependent genes than in the ATPase-independent ones, as observed for endogenous BRM (compare the metagene plot in Fig. 5b with the plots in Additional file 1: Figure S8A). The relative abundance of the recombinant BRM proteins at the TSS was instead different from that of endogenous BRM. The fact that different antibodies were used to immunoprecipitate the recombinant and endogenous proteins could explain this difference.

We carried out GO enrichment tests with the ATPase-dependent and ATPase-independent targets. Both groups of genes were significantly enriched in GO terms related to regulation of cell cycle and development, metabolism, signal transduction and transcription (Fig. 4). The group of ATPase-dependent genes was also significantly enriched in genes related to membrane invagination, phagocytosis and engulfment, processes that were not represented among the ATPase-independent genes. Interestingly, different signaling pathways were linked to the ATPase-dependent and ATPase-independent groups. Steroid hormone-mediated signaling and the MAPK pathway, in particular the JNK cascade, were highly enriched in the ATPase-dependent genes, whereas enzyme-linked receptor signaling, for example the growth factor-beta (TGFB) receptor pathway, was significantly represented in the ATPase-independent group. In summary, the ATPase-dependent and ATPase-independent genes have specialized roles in the regulation of specific cellular and developmental processes.

**Fig. 4:**
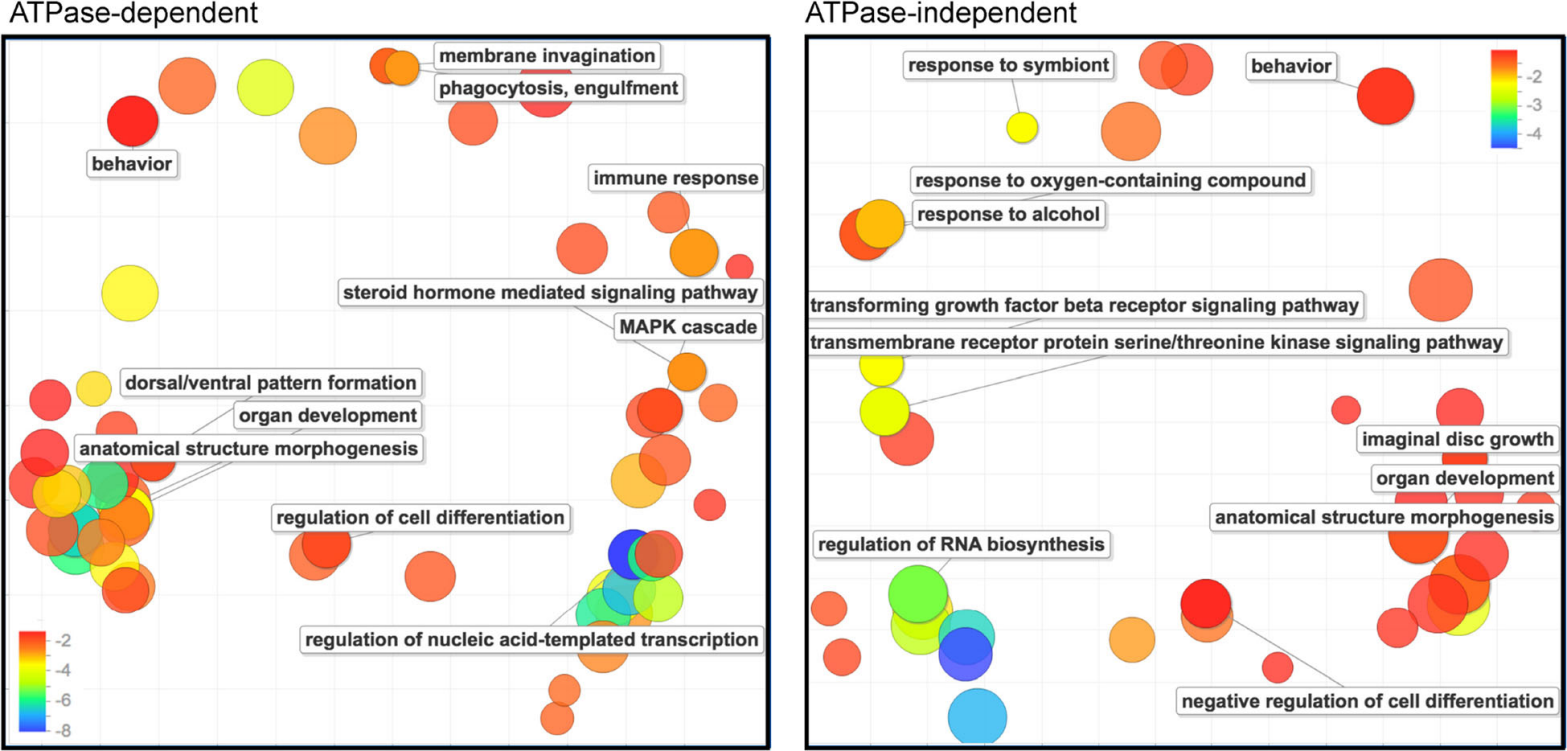
The biological functions of ATPase-dependent and ATPase-independent genes. Gene ontology enrichment tests were carried out for the ATPase-dependent and ATPase-independent genes using GOrilla. The scatterplots show gene ontology cluster representatives for the ATPase-dependent and ATPase-independent genes that showed decreased expression in response to BRM expression. The two-dimensional clustering was based on semantic similarity. Bubble color indicates the corrected probability value for the enrichment, in a log10 scale. Probability values were corrected for multiple testing. Bubble size indicates the frequency of the GO term in the underlying GO database (bubbles of more general terms are larger). The plots were generated by REVIGO based on the lists of enriched GO terms for genes that showed decreased expression in response to BRM expression. The genes upregulated by BRM expression did not show any significant enrichment

### The promoters of the BRM target genes

Only 7.4 and 9.3% of the promoters of the ATPase-dependent and ATPase-independent genes, respectively, had consensus TATA boxes, which was significantly lower than the genome average (19% average genome according to reference [26], *p* < 0.01), particularly for the genes that were downregulated by BRM (Fig. 5a and Additional file 1: Figure S9). 

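Promoter sequences from -50 to -10 of every annotated TSS were taken from the BDGP6 assembly for 500 of the Table S1 genes and searched for TATAAA on the sense strand. Of 250 ATPase-dependent genes, 37 (14.8%) had TATAAA at any of their TSSs, against 12.0% of the other annotated protein-coding genes (two-sided Fisher's exact test, p = 0.202). Of 250 ATPase-independent genes, 43 (17.2%) had it (Fisher's exact test, p = 0.0181). The share was 8.14% in 221 genes with decreased expression, against 12.1% of other genes (Fisher's exact test, p = 0.0763), and 22.2% in 279 genes with increased expression, against 11.9% (Fisher's exact test, p = 1.55e-06). With only the most upstream TSS of each gene, the shares were 9.6% in ATPase-dependent and 12.0% in ATPase-independent genes, neither different from other genes (Fisher's exact test, p = 0.916 and 0.291). The share in decreased genes was then 4.52%, below the 10.2% of other genes (Fisher's exact test, p = 0.0033). In increased genes it was 15.8%, above the 9.98% of other genes (Fisher's exact test, p = 0.0025).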

We concluded that most BRM target genes have TATA-less promoters.

**Fig. 5:**
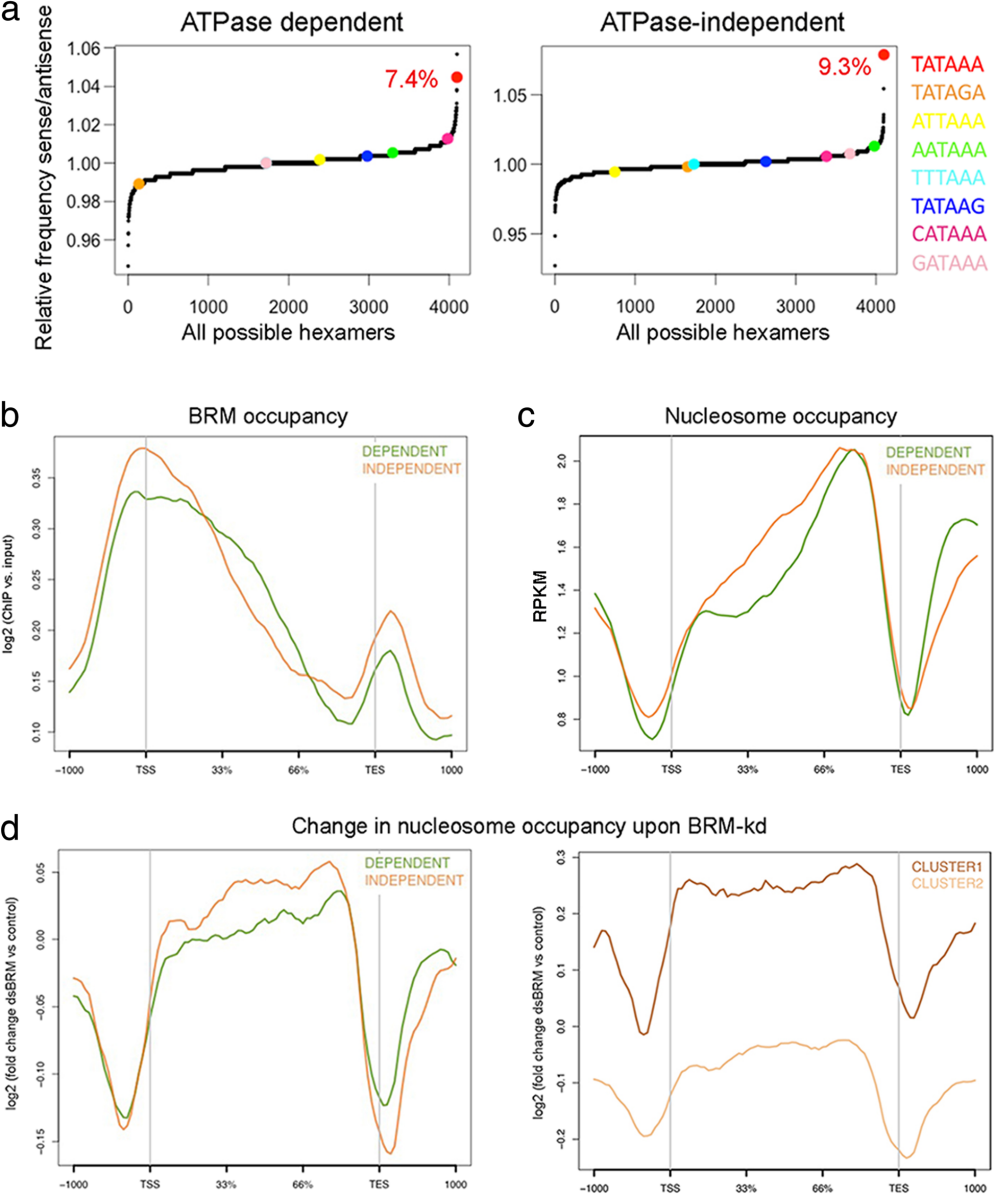
Characterization of the ATPase-dependent and ATPase-independent genes. **a** Analysis of TATA-box occurrence. The frequencies of all possible hexamers in the regions upstream (− 50/− 10 bp) of the TSS were calculated for BRM target genes. The plots show the log2 ratio of total occurrence number on the sense versus the antisense strand of the canonical TATAAA sequence and of alternative TATA box sequences in the two groups of genes. The red figures give the percentages of genes with the canonical TATAAA box. **b**-**c** Metagene analyses of BRM and nucleosome occupancy in the ATPase-dependent (green, *n* = 274 genes) and ATPase independent genes (brown, *n* = 267 genes). The distribution of BRM around the TSS is significantly different in the two groups (K-S test, *p* = 0.0001). The average nucleosome density in the gene body is significantly higher in the ATPase-independent genes (K-S test, *p* = 0.009). **d** Metagene analysis of changed nucleosome occupancy upon BRM depletion (K-S test, *p* = 0.002). The right panel shows the metagene of changed nucleosome occupancy for Clusters 1 (dark brown, *n* = 62 genes) and 2 (light brown, *n* = 205 genes), two groups of ATPase-independent genes defined by changes in nucleosome density upon BRM depletion. Cluster 1 shows a very high increase of nucleosome occupancy in cells depleted of BRM

The promoters of the BRM targets were highly enriched in binding motifs for different transcription factors, mostly homeobox proteins. Some of the enriched motifs were common for ATPase-dependent and ATPase-independent genes, but many others were specific (Additional file 1: Table S3). The enrichment of certain DNA-binding motifs in the promoters of the BRM targets could be due to secondary events caused by changes in the level of expression of the identified transcription factors. However, the expression of the majority of the identified transcription factors was not changed in cells that expressed wild-type or mutant BRM (Additional file 1: Table S4), which supports the conclusion that the observed effects are to a large extent direct. 

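Of the 36 transcription factors listed in Table S4, 32 were matched to the RNA-seq table. The mean of 23 of them stayed below 1 CPM in every group of cells, and 9 were expressed enough to be tested. In recBRM-V5 cells, 4 of the 9 were lower than in control cells over all genes tested, and 8 changed when adjusted over the list alone. The 4 genes were CG34031, NK7.1, and the genes that Table S4 lists as ap (FBgn0000099) and Adf1 (FBgn0000054). CG34031 had a log2 fold change of -1.59 (standard error 0.24, edgeR adjusted p = 0.00429), and ap one of -1.03 (standard error 0.21, edgeR adjusted p = 0.0145), from 2443 CPM in control cells to 1194 CPM. In recBRM-K804R-V5 cells, 0 of the 9 were called over all genes or over the list alone, and 1 had an unadjusted p under 0.05. The median log2 fold change of the 9 genes was -0.56 in recBRM-V5 cells, 0.03 in recBRM-K804R-V5 cells and 0.06 in BRM-depleted cells.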

In summary, the motif enrichment analysis suggests that the ATPase-dependent and ATPase-independent genes are characterized by different promoter configurations. The abundance of motifs for developmental regulators in both the ATPase-dependent and ATPase-independent genes is in agreement with the GO analysis reported above and confirms that both groups of genes play roles in the regulation of developmental processes.

### Differential features of genes regulated by BRM through ATPase-dependent and ATPase-independent mechanisms

The average gene length was similar in the ATPase-dependent and ATPase-independent genes (8.3 and 9 kB, respectively, *p* = 0.76). Instead the average expression level was slightly lower for the ATPase-independent genes (average CPM values were 236 vs 127; *p* = 0.048). 

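In the BDGP6 annotation, 250 ATPase-dependent genes of Table S1 had a mean length of 11.7 kb (SD 16.2) and 252 ATPase-independent genes had a mean length of 11.4 kb (SD 17.4). The difference of 0.333 kb did not pass a two-sided permutation test over genes (p = 0.828). The median lengths were 5.51 and 4.88 kb.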

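In control cells, the 250 ATPase-dependent genes of Table S1 had a mean of 152 CPM (SD 299 between genes) and the 252 ATPase-independent genes had a mean of 108 CPM (SD 186 between genes). Between the control replicates these means varied with an SD of 4.10 and 3.12 CPM. The difference of 44.1 CPM had p = 0.0460 in a two-sided permutation test over genes. It rested on highly expressed genes, since the medians were 57.4 and 47.4 CPM and a permutation of the mean rank gave p = 0.731. With the mean over all 8 libraries, the difference was reversed, at -11.4 CPM (p = 0.750, permutation test). The ATPase-independent list holds brm, which is expressed from the plasmids, and MtnA, and without these genes, left out after seeing the data, the difference over all 8 libraries was 24.7 CPM (p = 0.226, permutation test).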

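The deposited ChIP-seq table gives 1 value per gene and does not resolve the TSS. Over the whole gene, the mean log2 IP/Input was 0.08 in 250 ATPase-independent genes (SD 0.15) and 0.08 in 246 ATPase-dependent genes (SD 0.13) of Table S1. Their difference of -0.0018 was not significant (two-sided permutation test over genes, p = 0.889), and it was 0.012 in replicate 1 alone and -0.015 in replicate 2 alone.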

The ATPase-independent group was also characterized by higher BRM binding levels at the TSS (Fig. 5b) and higher nucleosome occupancy in the gene body than the ATPase-dependent genes (Fig. 5c). The binding and distribution of RNAPII were very similar in both groups (Additional file 1: Figure S10).

Analysis of MNase data from Shi et al. [25] revealed that BRM depletion causes a remarkable drop of nucleosome occupancy upstream of TSSs and downstream of TESs, for both groups of genes (Fig. 5d), which reveals an important role for SWI/SNF in maintaining the nucleosome configuration in genomic regions that flank transcription units. Moreover, BRM depletion caused a significant increase in nucleosome occupancy in the gene bodies of the ATPase-independent genes, which implies that a major function of BRM in this group of genes is to keep nucleosome density low through non-catalytic mechanisms. On the other hand, BRM depletion did not cause any major change in nucleosomes occupancy in the gene bodies of the ATPase-dependent genes (Fig. 5d). This difference reveals a dual function of BRM in the regulation of ATPase-dependent and ATPase-independent genes.

Next, we performed clustering analysis on the ATPase-independent genes and identified a subset of 62 genes for which the average increase in nucleosome density upon BRM depletion was most pronounced (Cluster 1 in Fig. 5d, right panel). Interestingly, the genes in Cluster 1 were on average twice as long as the average gene in the fly genome (8.4 kb compared to 4.75, *p* = 0.01). Taken together, these observations suggest that BRM acts to reduce nucleosome density in the gene bodies of these long genes, probably to regulate transcription elongation, and that it does so through an ATPase-independent mechanism. Cluster 1 is significantly enriched in lipid-binding proteins (GO:0008289, FDR q-value = 0.01) and includes genes that code for proteins with important roles in signal transduction and juvenile hormone function, which strengthens the conclusion that the ATPase-independent genes mediate important biological roles.

## Discussion

The most striking observation derived from our present study in S2 cells is the high number of genes that are regulated by SWI/SNF through non-catalytic mechanisms. S2 cells cannot fully recapitulate the functions of SWI/SNF in fly development and physiology, but results from previous differential gene expression studies in flies are compatible with the broad incidence of the non-catalytic function of BRM also in vivo. In a study by Zraly et al. [22], only a fraction of the genes that were deregulated in flies expressing a temperature-sensitive snr1 mutant were also significantly affected in flies that expressed the catalytically inactive *Brm*^*K804R*^ mutant. A possible interpretation of these results is that a fraction of SWI/SNF-dependent genes does not require catalytically active BRM and is therefore normally expressed in the presence of *Brm*^*K804R*^*.* This observation suggests that the ATPase-independent function of BRM is widespread in vivo.

Single-gene studies have provided clues about the nature of the mechanisms by which SWI/SNF regulates transcription without the need of ATP-driven nucleosome remodeling by BRM. For example, SWI/SNF controls the timing of *ftz-f1* transcription during metamorphosis in *D. melanogaster* by physically obstructing transcription elongation [27]*.* In the absence of ecdysone, SWI/SNF occupies a region located in the *ftz-f1* gene body and acts as a chromatin barrier that pauses RNAPII elongation. The presence of BRM in gene bodies revealed by our ChIP-seq study suggests that this mechanism could be common in S2 cells. On the other hand, SWI/SNF can act by recruiting transcription regulators [7, 28, 29]. For example, in the control of circadian rhythms in *D. melanogaster*, BRM represses the expression of the circadian genes *per* and *tim* by recruiting repressors to the promoters of these genes, and this recruitment does not require BRM’s ATPase activity [23]. At the same time, BRM increases nucleosome density in these genes through ATPase-dependent chromatin remodeling to avoid excessive deposition of repressive marks [23]. SWI/SNF is known to interact with histone deacetylases and co-repressors, including Sin3A-HDAC, NCoR and Polycomb [30–32], and also with positive regulators of transcription such as H3K27 demethylases, the trithorax-group protein zeste, and the Mediator [28, 33, 34]. Because of its extensive interaction network, SWI/SNF has the potential to act as a platform for protein-protein interactions and, in an ATPase-independent manner, recruit other chromatin regulators to activate or repress the expression of many genes. In some genes, the catalytic and non-catalytic activities of BRM may collaborate as they do in the regulation of *per* and *tim* [23]. In many other cases, as shown by our results, the catalytic activity of BRM is dispensable.

## Conclusions

The function of SWI/SNF in transcription regulation has long been attributed to the ability of this complex to remodel nucleosomes, which requires ATP hydrolysis by BRM. Here we have identified hundreds of genes in the genome of *Drosophila melanogaster* that are regulated by SWI/SNF through mechanisms that do not require BRM to have an ATPase activity. Therefore, such mechanisms must be different from conventional ATP-dependent chromatin remodeling by SWI/SNF. Moreover, the ATPase-dependent and ATPase-independent mechanisms of transcription regulation by SWI/SNF operate on different sets of genes that have different promoter configurations and are linked to different biological functions, which reveals a novel level of specialization in the mechanisms of SWI/SNF action.

## Methods

### Cell culture

*Drosophila melanogaster* S2 cells were purchased from Invitrogen and cultured in Schneider’s *Drosophila* medium (Invitrogen) containing 10% heat-inactivated FBS, 50 U/ml penicillin and 50 μg/ml streptomycin at 28 °C.

### Antibodies

The anti-BRM antibody used for Western blotting was raised in rabbit and has been characterized in a previous study [13]. An antibody raised against the rat BRG1 protein by Östlund-Farrants et al. [35] was used to detect BRM in S2 cells. The specificity of this antibody in *D. melanogaster* has been previously documented [13]. The antibodies against MOR and SNR1 were kindly provided by C. P. Verrijzer (see reference [36] and references therein). The monoclonal anti-alpha-tubulin antibody (clone B-5-1-2) was from Sigma-Aldrich and the anti-V5 antibodies were from Invitrogen (R96025) or Abcam (ab9116).

### RNA interference in S2 cells

RNAi experiments in S2 cells were carried out as previously described by Tyagi et al. [13]. Double-stranded RNAs complementary to BRM or GFP were synthesized by in vitro transcription using the MegaScript RNAi kit (Ambion) from gene-specific PCR fragments with incorporated T7 promoters at both ends. The sequences of the PCR primers used for dsRNA synthesis are provided in Table S5 (Additional file 1). 

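Table S5 gives 2 primer pairs for BRM, named BKN and HFA, each with a T7 promoter tail. Without the tails, both HFA primers match the BDGP6 assembly on chromosome 3L and enclose 520 bp from 15972555 to 15973074. All 520 bp lie in coding sequence of brm, and none in an intron or UTR. Of the BKN primers, the forward primer has an exact match in brm and the reverse primer has none in the gene and the 2 kb on either side, so that no position can be given for that dsRNA.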

3 × 10^6^ S2 cells were cultured in 6-well plates overnight, washed with serum-free and antibiotic-free Schneider’s medium, and treated with 30 μg of dsRNA/well. The cells were harvested 48 h after the addition of dsRNA.

### Expression of recombinant BRM proteins in S2 cells

The stably transfected cell lines for expression of recBRM-V5 and recBRM-K804R-V5 were constructed and cultivated as described in Yu et al. [15]. The expressions of recBRM-V5 and recBRM-K804R-V5 were under the control of the metallothionein promoter of the pMT vector (Invitrogen), which can be modulated using different concentrations of copper sulfate. For RNA-seq and ChIP-seq experiments, the expression of the endogenous BRM in the stably transfected cells was knocked down by RNAi, and the recombinant BRM proteins were expressed. To this end, the cells were first treated with dsRNA as indicated above, 100 μM copper sulfate was added to the cultures 24 h after the start of the RNAi treatment, and the incubation was allowed to proceed for additional 24 h.

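Of the 5 metallothionein genes MtnA to MtnE, 4 had enough counts to be tested and MtnC had at most 1 count in any library. All 4 rose in both recombinant lines and 0 changed in BRM-depleted cells (0 also when adjusted over the list alone). MtnB, MtnD and MtnE had at most 1 count in every control library. In recBRM-V5 cells MtnB was at least 200-fold higher and MtnE at least 113-fold higher. In recBRM-K804R-V5 cells MtnD was at least 187-fold, MtnE at least 70.7-fold and MtnB at least 53.5-fold higher. The bound of MtnB in recBRM-K804R-V5 cells is uncertain, since the replicates had 316 and 57 counts. With these genes at their bounds, the median log2 fold change of the 4 genes was 7.24 in recBRM-V5 cells and 5.94 in recBRM-K804R-V5 cells. Of the 7 genes that the supplement names as upregulated by copper sulfate, 6 rose in recBRM-V5 cells and 5 in recBRM-K804R-V5 cells over all genes tested, and 7 in each line when adjusted over the list alone. Their median log2 fold change was 0.82 in recBRM-V5 cells, 0.99 in recBRM-K804R-V5 cells and 0.0034 in BRM-depleted cells.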

### SDS-PAGE and western blotting

Cell pellets were resuspended in SDS-PAGE sample buffer supplemented with 8 M urea and heated to 100 °C to denature and extract proteins. Proteins were separated by SDS-PAGE and transferred to polyvinylidenefluoride membrane in Tris-glycine buffer with 0.02% SDS and 4 M urea using a semi-dry electrophoretic transfer cell. The antibodies were diluted in PBS containing 0.05% Tween-20 and 1% low-fat powder milk, and antibody incubations were carried out following standard procedures. The ECL system (GE Healthcare) was used for the chemiluminiscent detection of secondary antibodies conjugated to horseradish peroxidase.

### Co-immunoprecipitation

S2 cells were harvested and resuspended in PBS supplemented with 0.2% NP40, and homogenized using a glass homogenizer with a tight-fitting pestle. The homogenate was centrifuged at 1.500 *g* for 10 min at 4 °C. The pellet containing the nuclei was resuspended in PBS, sonicated and centrifuged at 16.300 *g* for 10 min at 4 °C. The resulting supernatant was supplemented with 0.1% NP40, cleared by centrifugation at 13.200 rpm for 15 min and used as input for immunoprecipitation reactions following standard procedures. Antibody incubations were overnight under rotation at 4 °C. Samples were washed in PBS supplemented with 0.1% NP40 for four times 5 min. The bound proteins were eluted with 1% SDS, precipitated with acetone and analyzed by SDS-PAGE and Western blotting.

### ChIP-seq

Chromatin was extracted from S2 cells as previously described by Hessle et al. [37]. In short, the fixed cells were lysed and sonicated, the lysates were cleared by centrifugation, and antibodies against either endogenous BRM or V5 (Invitrogen) were added and incubated overnight under rotation. Protein-G coated magnetic beads were added to the samples and the incubation was allowed to proceed for one additional hour. The beads were then washed in 0.8% RIPA buffer for four times for 10 min each. The beads were resuspended in TE buffer containing 0.5% SDS, 0.1 mg/ml RNase A and 0.2 mg/ml proteinase K, and incubated at 55 °C for 3 h and at 65 °C overnight to reverse the crosslinking. The immunoprecipitated DNA was extracted with a mixture of phenol, chloroform and isoamylalcohol (Sigma). For qPCR analyses, the KAPA SYBR Fast qPCR Kit (KAPA Biosystem) was used in a QIAGEN Rotor-Gene Q system. The amplification efficiency for each primer was measured in each qPCR run. Standard curves for each primer-pair were used to quantify the immunoprecipitated DNA. The ChIP-qPCR signals were normalized using a DIG-DNA-antibody complex [38]. For ChIP-seq, 10 ng of both input DNA and immunoprecipitated DNA were used for Rubicon Thruplex-FD library preparation and sequenced in an Illumina HiSeq2500 instrument to an average depth of 39.6 million single-end 50 bp-reads per sample. Library construction and sequencing were carried out at the Science for Life Laboratory (Stockholm, Sweden). High-quality sequencing tags, as determined by inspection with FastQC, were aligned to the *Drosophila melanogaster* genome using build BDGP6 with Bowtie 2 [39] allowing for up to two mismatches. The alignment files were indexed using SAMtools [40]. For metagene and heatmap plotting purposes the bam files for two BRM-IP biological replicates were merged into one file and compared to a merge of the two biological replicates of their corresponding Inputs. The ngs.plot package [41] was used to calculate BRM enrichment levels throughout the genome as well as for metagene and heatmap representations. Statistical significance between different metagene distributions was calculated using the Kolmogorov-Smirnov (K-S) test in GraphPad. A fragment size of 200 bp was selected as input parameter to calculate the read coverage, based on the average sonicated DNA fragment size we observed in our Bioanalyzer runs. Average values of BRM enrichment over the genebody region and up to 200 bp upstream of the TSS and downstream of the pA site were calculated. Genes were considered as bound by BRM if the average values were ≥ 1.1 (FC IP/Input). We also used MACS2 [42] to call peaks of BRM binding. Duplicated reads were first removed from the alignment files with the filterdup function, and peaks were called using the IP alignment as Treatment and the Input as the Control with the following settings: bandwidth = 300, pvalue = 0.01, extension size of the fragments = 200, broad region calling = on, cutoff for broad region = 0.1.

### RNA-seq

Control S2 cells and S2 cells stably transfected with expression plasmids for either recBRM-V5 or recBRM-K804R-V5 were treated with BRM-dsRNA for 48 h to deplete endogenous BRM. The same cell lines were treated in parallel with GFP-dsRNA as a control. Total RNA was isolated using the RNAqueous kit (Ambion) and used to construct poly(A) libraries for massive parallel sequencing on an Illumina HiSeq2000 sequencer, high-output mode, to a depth of 10–15 M paired-end reads per sample (2 × 125 bp). Library construction and sequencing were carried out at the Science for Life Laboratory (Stockholm, Sweden) using NEBNext Ultra Directional RNA library prep kit for Illumina with 1 microgram total RNA as starting material. Two biological replicates were sequenced independently for each cell line. Illumina fastq files were inspected with FastQC to assess the quality of the paired-end reads. RSeQC 2.3.6 [43] and Preseq 2.0 [44] packages were used to check that mapping statistics, read distribution over structural parts of genes, uniformity of gene body coverage, strandedness, and library complexity were all in line with a typical strand-specific RNA-seq experiment. High-quality reads were mapped with TopHat2 [45] to the *Drosophila melanogaster* genome assembly, build BDGP6 (Dm3). BAM alignments were indexed with SAMtools [40]. Alignments were converted into bigWig tracks with the bamCoverage function implemented in DeepTools [46] and used for visual inspection with the IGV genome browser [47]. Read counts and FPKMs were generated using HTSeq [48] and Cufflinks tools [49], respectively. The Limma package [50] was used for differential gene expression analysis using raw reads from the independent replicates as input. Since correlation analysis of biological replicates showed high reproducibility (Additional file 1: Figure S11), the reads from both experiments were merged and indexed with SAMtools [40] and analyzed together for metagene and heatmap representations.

### Promoter sequence analysis

Gene sequences extending from nucleotide − 50 to − 10 bp upstream of the TSSs of the genes of interest were retrieved using the Regulatory Sequence Analysis Tools (http://rsat.sb-roscoff.fr/). Alternative TSSs were also included. We then used an unbiased exhaustive enumeration method to look for hexamers that were more enriched in the sense strand than in the antisense strand [51], using the Biostrings and Stringr packages in the software package R. The total occurrence number of each hexamer was calculated on both sense and antisense strand. The log2 ratio of the total occurrence number on the sense and antisense strands was then calculated and plotted. Sequences between − 300 bp upstream of the TSS and + 100 bp downstream of the TSS were retrieved and used for motif enrichment analysis using CentriMo (http://meme-suite.org/tools/centrimo).

### BRM, nucleosome and RNAPII occupancy analysis

ChIP-seq data for endogenous BRM is available in the Gene Expression Omnibus repository with accession number GSE95236). GFP_control and dsBRM MNase-seq datasets from Shi et al. [25] were downloaded from ArrayExpress (E-MTAB-1967). RNAPII ChIP and Input files from Lam et al. [52] were downloaded from ArrayExpress (E-MTAB-1084). The antibody used in the RNAPII ChIP-seq experiment was directed against Rpb3 [52]. All sequencing files were processed as described above for our ChIP-seq datasets. Normalized average density plots around the TSS were drawn with the ngs.plot software [41]. The statistical robustness parameter, which filters out 0.5% of genes with the most extreme expression values, was applied to all calculations.

### Gene ontology

GO classification was done using the PANTHER Classification System [53]. GO enrichment tests were carried out with GOrilla [54] using the 9872 genes detected in the RNA-seq analysis as background list. Probability values were corrected for multiple testing and the significance cutoff was *p* = 0.05. GO terms that were significantly enriched in the GOrilla nalaysis were summarized and visualized using Revigo [55].

## Additional file

Additional file 1: **Figure S1.** Comparison of input-corrected enrichment values for RNAPII and BRM. **Table S1.** List of BRM target genes in S2 cells. **Figure S2.** Heat map of normalized gene expression of BRM target genes. **Figure S3.** Gene ontology classification of BRM target genes. **Figure S4.** Metagene analysis of BRM in the BRM target genes. **Figure S5.** Metagene analysis of RNAPII and nucleosome occupancies in BRM target genes that are upregulated or downregulated by BRM. **Table S2.** List of genes differentially expressed in BRM-depleted cells. **Figure S6.** recBRM-V5 and recBRM-K804R-V5 are incorporated into SWI/SNF complexes. **Figure S7.** Genomic distribution of recBRM-V5 and recBRM-K804R-V5 in S2 cells analyzed by ChIP-seq. **Figure S8.** Distributions of recBRM-V5 and recBRM-K804R-V5 in ATPase dependent and ATPase-independent genes. **Figure S9.** Analysis of TATA-box occurrence in the promoters of the BRM target genes. **Table S3.** List of enriched motifs in the promoters of BRM target genes. **Table S4.** Average fpmk values for selected transcription factors. **Figure S10.** Metagene analysis of RNA polymerase II distribution in the ATPase-dependent and ATPase-independent genes. **Table S5.** Sequences of PCR primers used for dsRNA synthesis. **Figure S11.** RNA-seq experiments: correlation analysis of biological replicates. (PDF 4624 kb)

## Abbreviations

BRM: Brahma
BRG1: Brahma-related gene 1
ChIP: Chromatin immunoprecipitation
GO: Gene ontology
MNase: Micrococcal nuclease
qPCR: Quantitative PCR
RNAi: RNA interference
RNAPII: RNA polymerase II
TES: Transcription end site
TSS: Transcription start site

# Supplementary material for: SWI/SNF regulates half of its targets without the need of ATP-driven nucleosome remodeling by Brahma
**Source:** BMC Genomics. 2018 May 18;19:367. doi: 10.1186/s12864-018-4746-2
**Supplement:** Supplementary file 1 — Figure S1. Comparison of input-corrected enrichment values for RNAPII and BRM. Table S1. List of BRM target genes in S2 cells. Figure S2. Heat map of normalized gene expression of BRM target genes. Figure S3. Gene ontology classification of BRM target genes. Figure S4. Metagene analysis of BRM in the BRM target genes. Figure S5. Metagene analysis of RNAPII and nucleosome occupancies in BRM target genes that are upregulated or downregulated by BRM. Table S2. List of genes differentially expressed in BRM-depleted cells. Figure S6. recBRM-V5 and recBRM-K804R-V5 are incorporated into SWI/SNF complexes. Figure S7. Genomic distribution of recBRM-V5 and recBRM-K804R-V5 in S2 cells analyzed by ChIP-seq. Figure S8. Distributions of recBRM-V5 and recBRM-K804R-V5 in ATPase dependent and ATPase-independent genes. Figure S9. Analysis of TATA-box occurrence in the promoters of the BRM target genes. Table S3. List of enriched motifs in the promoters of BRM target genes. Table S4. Average fpmk values for selected transcription factors. Figure S10. Metagene analysis of RNA polymerase II distribution in the ATPase-dependent and ATPase-independent genes. Table S5. Sequences of PCR primers used for dsRNA synthesis. Figure S11. RNA-seq experiments: correlation analysis of biological replicates.

# **SWI/SNF regulates half of its targets without the need of ATP-driven nucleosome remodeling by Brahma**

Antonio Jordán-Pla, Simei Yu, Johan Waldholm, Thomas Källman, Ann-Kristin Östlund Farrants and Neus Visa

## **Additional file 1**

**Figure S1.** Comparison of input-corrected enrichment values for RNAPII and BRM

**Table S1.** List of BRM target genes in S2 cells

**Figure S2.** Heat map of normalized gene expression of BRM target genes

**Figure S3.** Gene ontology classification of BRM target genes

**Figure S4.** Metagene analysis of BRM in the BRM target genes

**Figure S5.** Metagene analysis of RNAPII and nucleosome occupancies in BRM target genes that are upregulated or downregulated by BRM

**Table S2.** List of genes differentially expressed in BRM-depleted cells

**Figure S6.** recBRM-V5 and recBRM-K804R-V5 are incorporated into SWI/SNF complexes

**Figure S7.** Genomic distribution of recBRM-V5 and recBRM-K804R-V5 in S2 cells analyzed by ChIP-seq

**Figure S8.** Distributions of recBRM-V5 and recBRM-K804R-V5 in ATPase dependent and ATPase-independent genes

**Figure S9.** Analysis of TATA-box occurrence in the promoters of the BRM target genes

**Table S3.** List of enriched motifs in the promoters of BRM target genes

**Table S4.** Average fpmk values for selected transcription factors

**Figure S10.** Metagene analysis of RNA polymerase II distribution in the ATPase-dependent and ATPase-independent genes

**Table S5.** Sequences of PCR primers used for dsRNA synthesis

**Figure S11.** RNA-seq experiments: correlation analysis of biological replicates

**Table S1. List of BRM responsive genes in S2 cells**

Seven genes directly upregulated by copper sulfate were excluded from the analysis (FBgn0011672, FBgn0024236, FBgn0030343, FBgn0035432, FBgn0039714, FBgn0062412, FBgn0062413)

**ATPase-dependent increased (132 genes)**

|         |         |             |            |          |
|---------|---------|-------------|------------|----------|
| alt     | CG15279 | CG4500      | GstD10     | nord     |
| AnnIX   | CG16718 | CG5399      | GstD2      | Npc1b    |
| Aplip1  | CG17292 | CG7149      | GstS1      | Ntf-2    |
| Arc1    | CG17574 | CG7362      | Hr4        | Oseg5    |
| capt    | CG18467 | CG7408      | Hsp26      | Pfk      |
| CG10337 | CG18812 | CG7702      | Hsp67Bc    | pgant4   |
| CG10550 | CG2993  | CG7737      | Hsp70Aa    | PGRP-SD  |
| CG10559 | CG30197 | CG8026      | Hsp70Ab    | Pros28.1 |
| CG10657 | CG3078  | CG8501      | htl        | Psa      |
| CG10869 | CG31053 | CG9168      | Ilp6       | Rcd2     |
| CG11313 | CG31370 | CG9171      | ImpL3      | sar1     |
| CG11395 | CG31522 | CG9815      | Jheh1      | Sema-1b  |
| CG11608 | CG31688 | CheB42c     | Keap1      | Slc45-1  |
| CG11637 | CG31798 | chic        | l(2)k01209 | SMSr     |
| CG11786 | CG31955 | chrb        | l(2)s5379  | Spn31A   |
| CG12643 | CG31974 | Cht4        | Lapsyn     | TER94    |
| CG12693 | CG32373 | cib         | ltd        | Tk       |
| CG13004 | CG32407 | Cpr         | m          | Tpc1     |
| CG13575 | CG3280  | Cpr49Ac     | mbc        | Trx-2    |
| CG13791 | CG33129 | CycG        | MFS3       | tsh      |
| CG13893 | CG33136 | Cyp6a8      | miple      | TwdIF    |
| CG14207 | CG34263 | Cyp9f2      | Muc30E     | Ugt58Fa  |
| CG14274 | CG41087 | debcl       | Myo31DF    | vsg      |
| CG14855 | CG41284 | Dhap-at     | nes        | wun      |
| CG14995 | CG42402 | Dro         | nimB1      |          |
| CG15048 | CG43886 | G-ialpha65A | nimB2      |          |
| CG15082 | CG4461  | glob3       | nimB5      |          |

**ATPase-dependent decreased (139 genes)**

|         |         |         |         |         |
|---------|---------|---------|---------|---------|
| ade5    | CG12446 | CG14410 | CG32164 | CG42666 |
| Adf1    | CG12576 | CG14419 | CG32425 | CG42668 |
| ap      | CG12768 | CG15161 | CG32626 | CG42669 |
| bab2    | CG13001 | CG15820 | CG33298 | CG43246 |
| bowl    | CG13116 | CG1620  | CG34449 | CG43248 |
| Btk29A  | CG13510 | CG18622 | CG34459 | CG4496  |
| CG10011 | CG13624 | CG30424 | CG3764  | CG4502  |
| CG11357 | CG13836 | CG31211 | CG3838  | CG4753  |
| CG1146  | CG13868 | CG32103 | CG4061  | CG5773  |
| CG11486 | CG1427  | CG32138 | CG42240 |         |

|         |        |           |           |         |
|---------|--------|-----------|-----------|---------|
| CG6966  | Dif    | lr        | nau       | rpr     |
| CG7231  | dl     | JIL-1     | nej       | sbb     |
| CG7781  | DOR    | Kdm2      | NK7.1     | Set2    |
| CG8034  | dos    | kdn       | Npc2b     | Sik3    |
| CG8173  | Drak   | ken       | Oatp74D   | skd     |
| CG8369  | EcR    | kibra     | Or19b     | slik    |
| CG9005  | Eip75B | kuk       | pcs       | SoxN    |
| CG9119  | fl(2)d | L         | Pdcd4     | spg     |
| CG9674  | ftz-f1 | l(3)L1231 | ph-d      | Swim    |
| CG9837  | GATAe  | lbk       | pnt       | Tak1    |
| chinmo  | gol    | lola      | psq       | tna     |
| crp     | gpp    | mab-21    | Pvr       | tou     |
| Csk     | HDAC4  | mael      | px        | Ubc-E2H |
| csw     | hdc    | Mekk1     | rdgB      | upd2    |
| cv-c    | hep    | Mes2      | Reck      | vri     |
| cwo     | ldgf2  | meso18E   | RhoGAP15B | whd     |
| Cyp18a1 | inx2   | MESR3     | RhoGAP18B | zfh2    |
| Cyp6t1  | IP3K1  | msn       | RhoGAP19D |         |

**ATPase-independent increased (164 genes)**

|            |         |         |         |         |
|------------|---------|---------|---------|---------|
| AcCoAS     | CG15673 | CG3397  | CG7530  | drpr    |
| Ald        | CG15773 | CG34336 | CG7627  | ebd2    |
| Anxb11     | CG15784 | CG3788  | CG7778  | egh     |
| Arc2       | CG1673  | CG3831  | CG8051  | Ets21C  |
| ATPCL      | CG17224 | CG3967  | CG8157  | fax     |
| baz        | CG18249 | CG42709 | CG8547  | for     |
| Best1      | CG18522 | CG4587  | CG8596  | Gadd45  |
| betaTub60D | CG2065  | CG4928  | CG8602  | Gbs-76A |
| bnl        | CG2991  | CG5010  | CG9098  | Gclc    |
| brm        | CG30022 | CG5224  | CG9222  | Gip     |
| Cat        | CG30089 | CG5246  | CG9629  | Gpdh    |
| CG10035    | CG30345 | CG5853  | CG9663  | GstD3   |
| CG10433    | CG30456 | CG5958  | CG9989  | GstD4   |
| CG10660    | CG31075 | CG6126  | cnc     | GstD5   |
| CG10877    | CG31694 | CG6231  | Cpr97Ea | GstD6   |
| CG11727    | CG31810 | CG6330  | Cyp6a17 | GstD7   |
| CG13248    | CG32437 | CG6424  | Cyp6a20 | GstD8   |
| CG13250    | CG32687 | CG6776  | Cyp6a22 | GstD9   |
| CG1358     | CG32812 | CG6785  | Cyp6a23 | GstE3   |
| CG13795    | CG32985 | CG6954  | Cyp6a9  | GstE6   |
| CG13907    | CG33346 | CG7056  | Cys     | GstE7   |
| CG14085    | CG33462 | CG7299  | dlt     | GstE8   |
| CG14340    | CG3376  | CG7460  | DNasell | GstE9   |

|            |          |           |          |         |
|------------|----------|-----------|----------|---------|
| Hel89B     | MRP      | oys       | scyl     | TwdlE   |
| Hex-A      | Mrp4     | Proct     | Septin 4 | Ugt86Da |
| Hk         | MtnA     | psd       | smi35A   | vfl     |
| l(3)02640  | Naam     | Ptp4E     | smp-30   | vir-1   |
| LamC       | Neu3     | pUf68     | SP1173   | wus     |
| lcs        | nimC4    | Pvf1      | Sp212    | Xrp1    |
| lectin-28C | Npc2a    | Pvf3      | sra      |         |
| LKR        | NT5E-2   | ref(2)P   | Su(dx)   |         |
| Mct1       | NTPase   | Reg-2     | Tim17a1  |         |
| mld        | Oatp30B  | RhoGAP93B | trol     |         |
| Mmp1       | olf186-M | Sam-S     | Tsp42Ef  |         |

**ATPase-independent decreased (106 genes)**

|         |         |          |           |           |
|---------|---------|----------|-----------|-----------|
| Ack     | CG1888  | CG5151   | HmgD      | Rlip      |
| Ama     | CG30273 | CG5726   | Hml       | sca       |
| aru     | CG31324 | CG6175   | hoe1      | scramb1   |
| bin3    | CG32170 | CG6472   | InR       | shn       |
| br      | CG32440 | CG6490   | Kaz1-ORFB | simj      |
| brat    | CG32486 | CG7227   | laza      | Sk1       |
| brk     | CG32758 | CG8788   | lin-28    | Smr       |
| Cap-G   | CG33307 | chn      | mex1      | Snoo      |
| CG10082 | CG34417 | Clic     | mthl9     | Spn       |
| CG10543 | CG3939  | CtBP     | N         | srp       |
| CG11138 | CG4004  | CTPsyn   | Nckx30C   | sty       |
| CG11399 | CG4019  | daw      | nemy      | Su(z)2    |
| CG12398 | CG42394 | Dp       | Pat1      | Sytbeta   |
| CG12535 | CG42566 | Eaat1    | Pepck     | TfIIA-S-2 |
| CG13741 | CG42663 | fd68A    | PGRP-LE   | tlk       |
| CG13829 | CG42846 | Fit1     | ph-p      | Tre1      |
| CG14291 | CG42867 | fray     | pirk      | wtS       |
| CG14478 | CG42868 | fru      | pnr       | yellow-f2 |
| CG14812 | CG43130 | gce      | PO45      |           |
| CG14879 | CG43291 | Hers     | ppa       |           |
| CG15211 | CG43759 | hiw      | Prestin   |           |
| CG17278 | CG4927  | HLHmbeta | Psc       |           |

**Table S2. List of 24 ATPase-independent genes differentially expressed in BRM-depleted cells**

|         |           |         |
|---------|-----------|---------|
| brm     | CG12398   | CG6954  |
| Cat     | CG6472    | CG32440 |
| Pepck   | CG10433   | CG33307 |
| GstD3   | lin-28    | CG33462 |
| Cyp6a9  | CG9629    | GstE3   |
| chn     | CG18249   | CG42394 |
| smi35A  | CG3397    | CG42846 |
| CG15211 | yellow-f2 | CG43291 |

**Table S3. List of enriched motifs in the promoters of BRM responsive genes**  
(with *E*-value < 9.9e-5)

**MOTIFS ENRICHED IN ATPase-DEPENDENT GENES**

| Name      | E-value  | Region Center | Nr Matches | DNA-binding motif   |
|-----------|----------|---------------|------------|---------------------|
| Adf1      | 7,20E-09 | 88            | 154        | MADF                |
| Mad       | 8,50E-09 | 78.5          | 224        | MAD homology        |
| Hbn       | 2,00E-06 | -141.5        | 180        | Homeobox            |
| Dbx       | 3,00E-06 | -113.5        | 247        | Homeobox            |
| Engrailed | 1,00E-05 | -126.5        | 234        | Homeobox            |
| Ems       | 1,10E-05 | -113          | 226        | Homeobox            |
| Ftz       | 1,50E-05 | -138          | 204        | Homeobox            |
| Lim1      | 1,50E-05 | -102.5        | 242        | Homeobox, Zn-finger |
| Abd-A     | 1,80E-05 | -118          | 254        | Homeobox            |
| H2.0      | 2,00E-05 | -106          | 306        | Homeobox            |
| Apterous  | 2,30E-05 | -110          | 290        | Homeobox            |
| Med       | 2,60E-05 | 97            | 182        | SMAD, Dwarfin-type  |
| AbdB      | 5,80E-05 | -113.5        | 263        | Homeobox            |
| CG32532   | 8,60E-05 | -130          | 179        | Homeobox            |

**MOTIFS ENRICHED IN ATPase-INDEPENDENT GENES**

| Name    | E-value  | Region Center | Nr Matches | DNA-binding motif          |
|---------|----------|---------------|------------|----------------------------|
| CG4328  | 2,30E-08 | -114.5        | 265        | Homeobox, Zn-finger        |
| Exex    | 3,60E-08 | -113          | 237        | Homeobox                   |
| Mad     | 1,10E-07 | 77.5          | 213        | MAD homology               |
| Mip120  | 2,40E-07 | -114          | 118        | CRC                        |
| Dll     | 2,70E-07 | -112          | 278        | Homeobox                   |
| Lab     | 4,10E-07 | -103          | 246        | Homeobox                   |
| Hgtx    | 5,20E-07 | -100.5        | 270        | Homeobox                   |
| CG12361 | 9,20E-07 | -112          | 250        | Homeobox                   |
| Ubx     | 9,80E-07 | -111          | 237        | Homeobox                   |
| H2.0    | 1,00E-06 | -115.5        | 253        | Homeobox                   |
| Adf1    | 1,10E-06 | 95            | 168        | MADF                       |
| NK7.1   | 1,30E-06 | -111.5        | 256        | Homeobox                   |
| Ems     | 3,10E-06 | -124.5        | 200        | Homeobox                   |
| Slou    | 4,80E-06 | -112.5        | 220        | Homeobox                   |
| Med     | 9,00E-06 | 108           | 200        | SMAD, Dwarfin-type         |
| Repo    | 9,50E-06 | -103          | 242        | Homeobox                   |
| Vsx2    | 1,30E-05 | -111          | 247        | Homeobox                   |
| AbdA    | 1,50E-05 | -115          | 217        | Homeobox                   |
| Dr      | 1,70E-05 | -104.5        | 198        | Homeobox                   |
| CG34031 | 1,90E-05 | -113          | 265        | Homeobox                   |
| E5      | 2,20E-05 | -105.5        | 253        | Homeobox                   |
| Dbx     | 2,40E-05 | -108.5        | 239        | Homeobox, helix-turn-helix |
| Lmx1a   | 2,40E-05 | -106.5        | 177        | Homeobox, Zn-finger        |
| CG18599 | 3,20E-05 | -104.5        | 192        | Homeobox                   |
| Lms     | 3,30E-05 | -113          | 165        | Homeobox                   |
| Cad     | 3,50E-05 | -108.5        | 234        | Homeobox, helix-turn-helix |
| Ftz     | 3,80E-05 | -107.5        | 240        | Homeobox                   |
| Antp    | 4,00E-05 | -112          | 242        | Homeobox                   |
| BarH1   | 7,60E-05 | -116.5        | 244        | Homeobox                   |
| CG13424 | 7,90E-05 | -113          | 179        | Homeobox                   |
| Zen     | 8,30E-05 | -142          | 161        | Homeobox                   |
| Unpg    | 8,90E-05 | -107          | 198        | Homeobox                   |

**Table S4. Average fpmk values for selected transcription factors in control S2 cells and in cells that express recBRM proteins**

| <b>ENSEMBL ID</b> | <b>Gene ID</b> | <b>Control</b> | <b>recBRM</b> | <b>recBRM-K804R</b> |
|-------------------|----------------|----------------|---------------|---------------------|
| FBgn0000014       | abd-A          | 0,02           | 0,00          | 0,01                |
| FBgn0000015       | Abd-B          | 0,00           | 0,03          | 0,01                |
| FBgn0000054       | Adf1           | 40,02          | 25,18         | 32,60               |
| FBgn0260642       | Antp           | 0,04           | 0,02          | 0,03                |
| FBgn0000099       | ap             | 432,34         | 197,70        | 315,02              |
| FBgn0011758       | B-H1           | 0,00           | 0,00          | 0,00                |
| FBgn0000251       | cad            | 0,16           | 0,03          | 0,09                |
| FBgn0261723       | Dbx            | 0,00           | 0,04          | 0,02                |
| FBgn0034520       | lms            | 0,00           | 0,00          | 0,00                |
| FBgn0038592       | CG18599        | 0,10           | 0,00          | 0,05                |
| FBgn0052532       | CG32532        | 0,21           | 0,07          | 0,14                |
| FBgn0054031       | CG34031        | 61,06          | 15,54         | 38,30               |
| FBgn036274        | CG4328         | 0,00           | 0,00          | 0,00                |
| FBgn0000157       | Dll            | 0,00           | 0,02          | 0,01                |
| FBgn0000492       | Dr             | 0,00           | 0,11          | 0,05                |
| FBgn0008646       | E5             | 0,00           | 0,00          | 0,00                |
| FBgn0000576       | ems            | 0,00           | 0,02          | 0,01                |
| FBgn0000577       | en             | 0,00           | 0,08          | 0,04                |
| FBgn0041156       | exex           | 0,04           | 0,13          | 0,09                |
| FBgn0001077       | ftz            | 0,00           | 0,00          | 0,00                |
| FBgn0001170       | H2.0           | 0,00           | 0,03          | 0,02                |
| FBgn0008636       | hbn            | 0,00           | 0,00          | 0,00                |
| FBgn0040318       | HGTX           | 0,00           | 0,03          | 0,02                |
| FBgn0002522       | lab            | 0,00           | 0,00          | 0,00                |
| FBgn0026411       | Lim1           | 0,00           | 0,03          | 0,02                |
| FBgn0052105       | Lmx1a          | 0,00           | 0,00          | 0,00                |
| FBgn0011648       | Mad            | 15,94          | 10,77         | 13,36               |
| FBgn0011655       | Med            | 5,81           | 5,46          | 5,63                |
| FBgn0033846       | mip120         | 14,83          | 17,84         | 16,34               |
| FBgn0024321       | NK7.1          | 13,20          | 6,63          | 9,91                |
| FBgn0011701       | repo           | 0,04           | 0,00          | 0,02                |
| FBgn0002941       | slou           | 0,02           | 0,02          | 0,02                |
| FBgn0003944       | Ubx            | 0,00           | 0,00          | 0,00                |
| FBgn0015561       | unpg           | 0,00           | 0,03          | 0,02                |
| FBgn0263512       | Vsx2           | 0,02           | 0,00          | 0,01                |
| FBgn0004053       | zen            | 0,00           | 0,00          | 0,00                |

**Table S5. Sequences of PCR primers used for dsRNA synthesis**

|              |                                                 |
|--------------|-------------------------------------------------|
| Brm BKNT7 F  | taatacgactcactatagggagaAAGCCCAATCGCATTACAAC     |
| Brm BKNT7 R  | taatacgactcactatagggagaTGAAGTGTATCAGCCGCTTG     |
| Brm HFAT7 F  | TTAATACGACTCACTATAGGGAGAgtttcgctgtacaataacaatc  |
| Brm HFA T7 R | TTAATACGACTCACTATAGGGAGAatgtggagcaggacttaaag    |
| GFP T7 F     | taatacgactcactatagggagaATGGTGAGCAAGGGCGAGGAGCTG |
| GFP T7 R     | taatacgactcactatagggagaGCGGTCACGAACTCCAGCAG     |

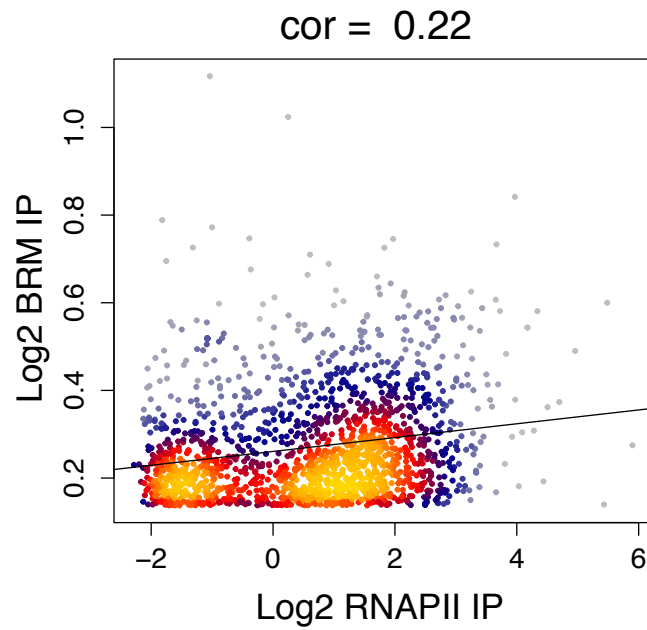

**Figure S1.** Comparison of input-corrected enrichment values for RNAPII (data from Lam et al. 2012) and BRM (this study) ChIP-seq datasets. The Pearson's correlation coefficient is indicated in the image. Colors indicate density of points, being yellow the highest density and grey the lowest.

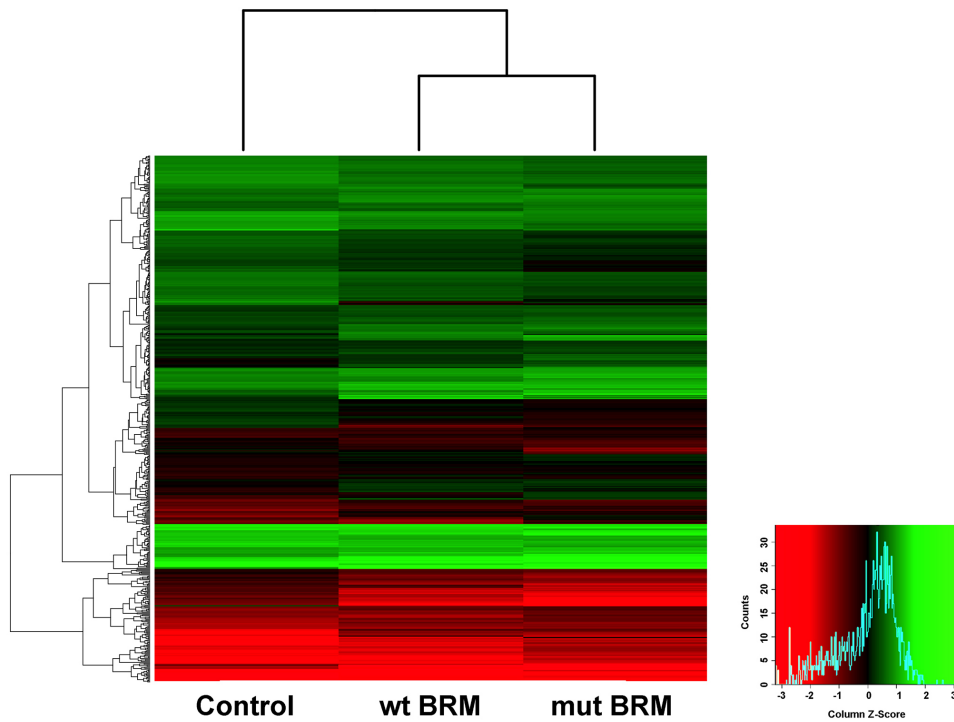

**Figure S2.** The heat map shows normalized gene expression of the BRM target genes in control cells and in cells that were depleted of endogenous BRM and expressed either wild-type BRM or mutant BRM.

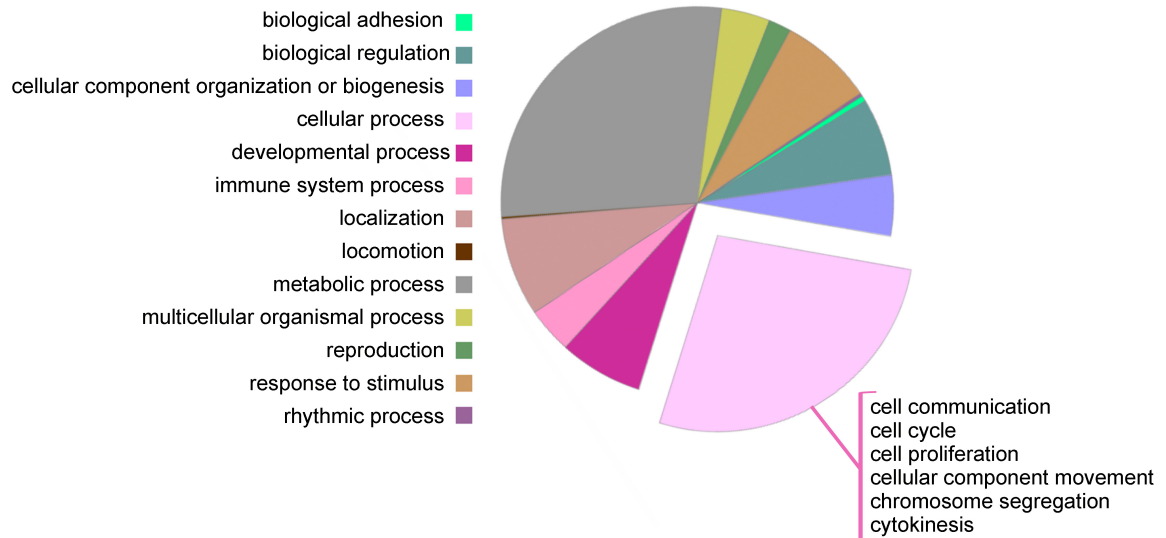

**Figure S3.** Gene ontology classification of the 541 BRM target genes identified in S2 cells by intersecting ChIP-seq and RNA-seq data. The analysis was carried out using Panther.

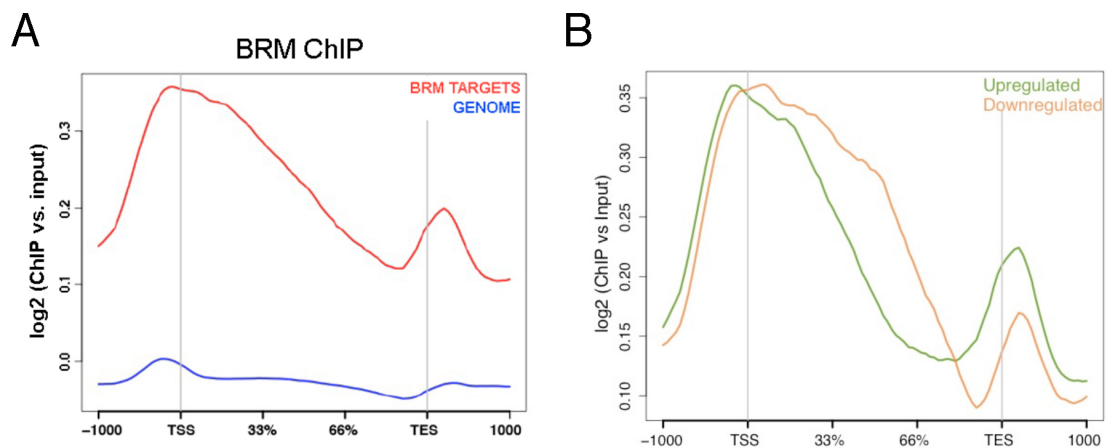

**Figure S4.** Metagene representations of BRM distribution. (A) The plot shows the distribution of BRM in the BRM target genes (red, n=541) and flanking sequences (X-axis) compared with the average distribution in all the S2 genes (blue, n=13294 genes). (B) The plot shows the distribution of BRM in the BRM target genes that were downregulated (brown, n=245) and upregulated (green, n=296) in cells that expressed recBRM. The difference in the gene body is statistically significant (K-S test, p=0.0175).

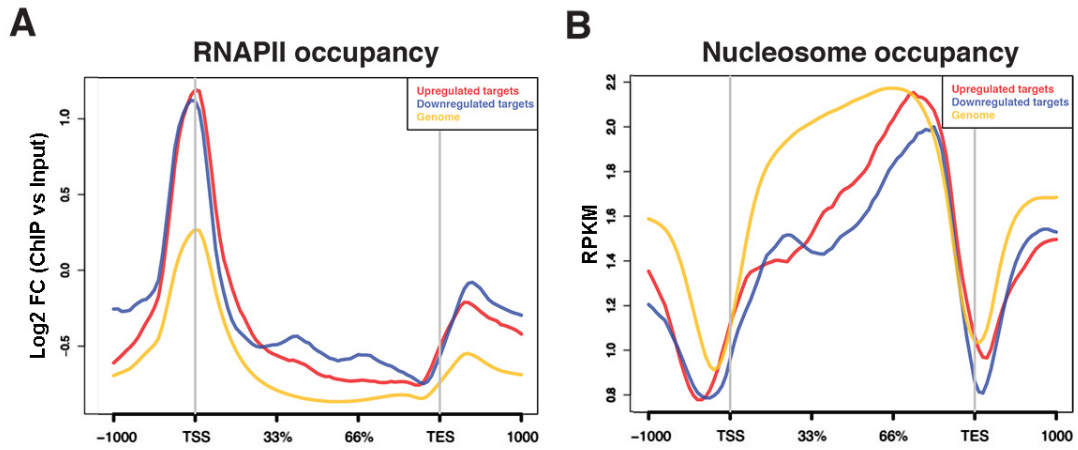

**Figure S5.** Metagene representations of RNAPII and nucleosome occupancies in BRM target genes upregulated or downregulated by BRM. The plots show the average distributions of RNAPII (A) and nucleosomes (B) in the BRM target genes that were downregulated (blue, n=245) or upregulated (red, n=296) in cells that expressed recBRM compared to control cells. The average distributions in all the S2 genes (yellow, n=13294 genes) are also shown for comparison.

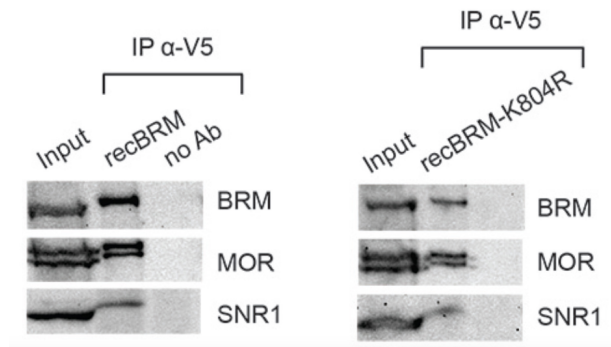

**Figure S6.** recBRM-V5 and recBRM-K804R-V5 are incorporated into SWI/SNF complexes. Immunoprecipitation experiments were carried out using an antibody against V5 in S2 cells that expressed either recBRM or recBRM-K804R. The input and the immunoprecipitated proteins were probed with antibodies against BRM, MOR and SNR1. The mobility differences between input and IP samples is likely due to different salt concentrations and to different total protein amounts.

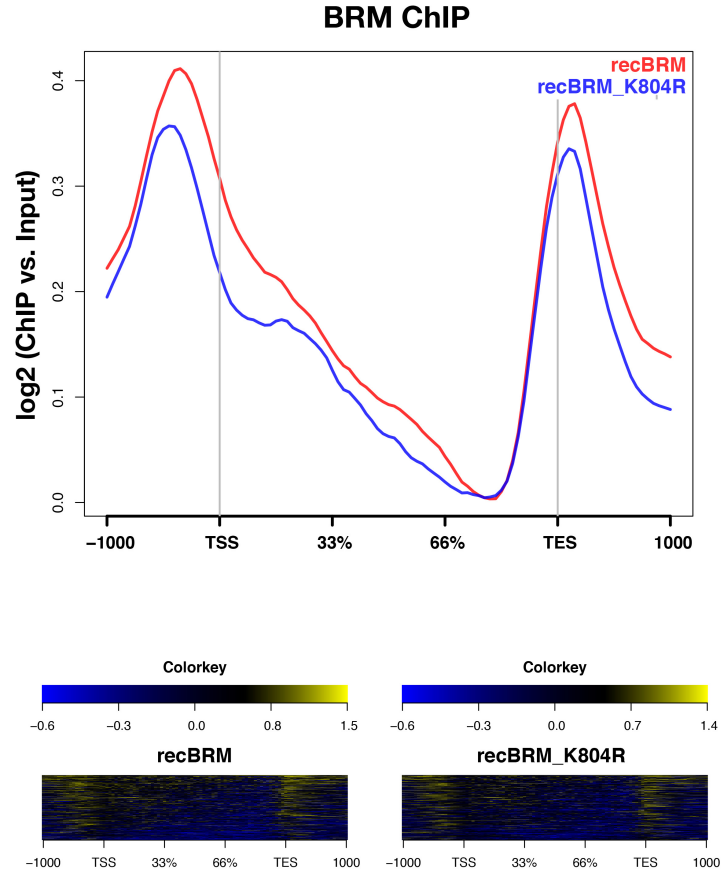

**Figure S7.** Genomic distributions of *recBRM*-V5 and *recBRM*-K804R-V5 analyzed by ChIP-seq using an anti-V5 antibody. The metagene shows average ChIP-seq signal for wild-type (red) and mutant (blue) BRM in the 541 BRM target genes. The heat maps in the bottom part of the image show V5 ChIP-seq signals over a region that includes the gene body, 1000 bp upstream of the TSS, and 1000 bp downstream of the TES.

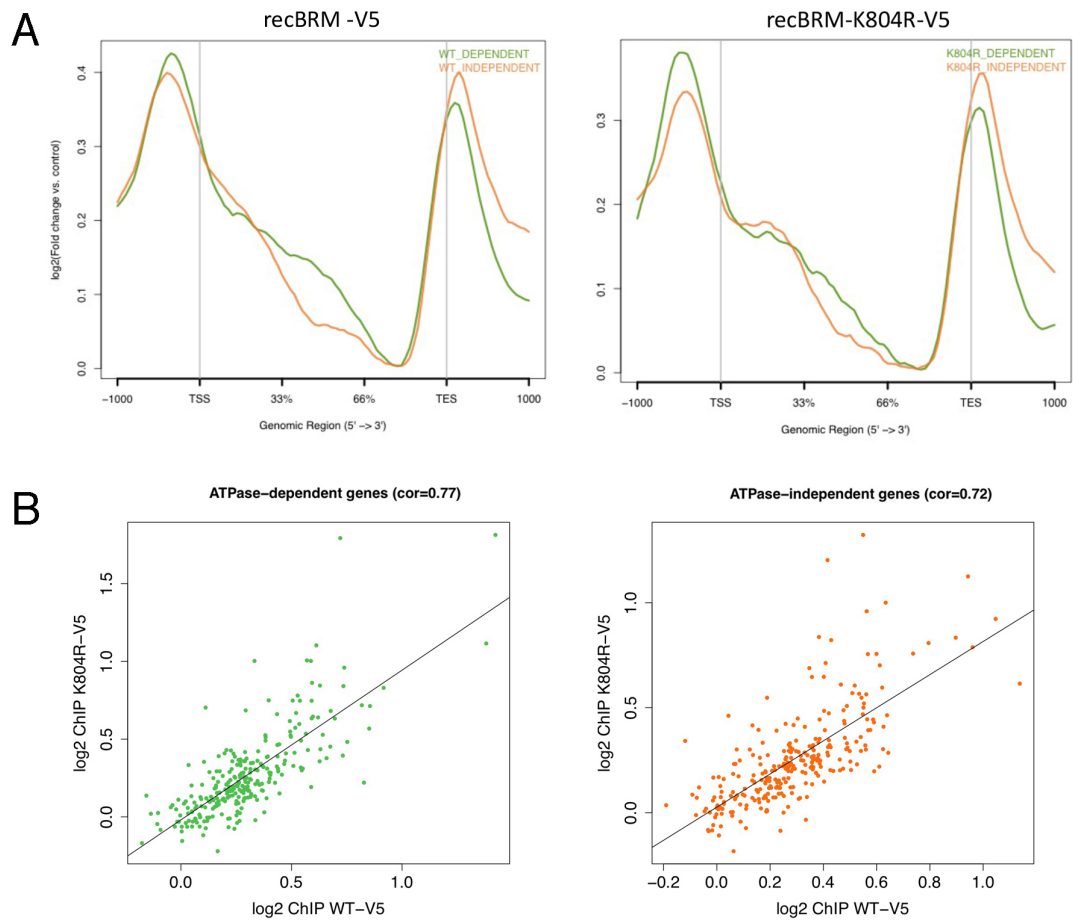

**Figure S8.** Distributions of recBRM-V5 and recBRM-K804R-V5 in ATPase-dependent (green) and ATPase-independent (brown) genes in S2 cells analyzed by ChIP-seq using an anti-V5 antibody. (A) The average distributions of active and mutant BRM were very similar to each other in both groups of genes. (B) The scatter plots show the levels of recBRM-V5 and recBRM-K804R-V5 for the individual BRM target genes. Pearson's correlations are indicated in the figure.

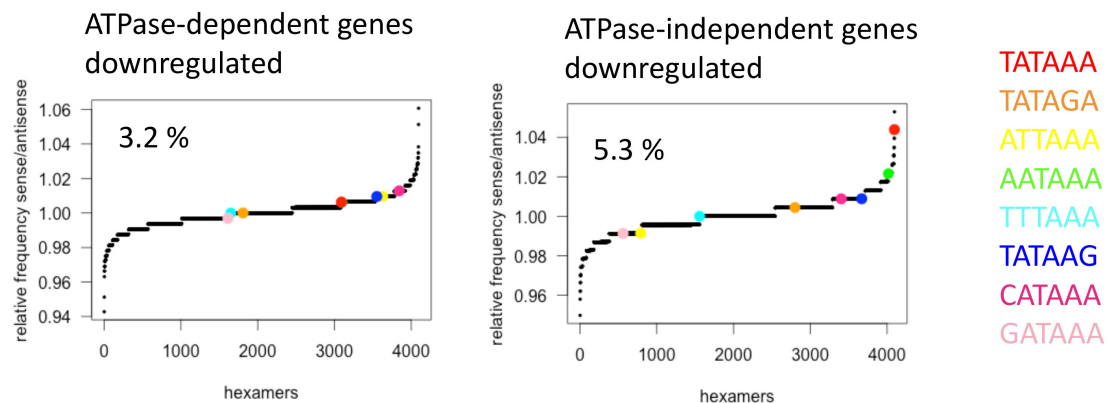

**Figure S9.** Analysis of TATA-box occurrence in the promoters of BRM target genes that are downregulated through ATPase-dependent (left, n=139 genes) and ATPase-independent (right, n=106 genes) mechanisms. The analysis was carried out as in Figure 5A.

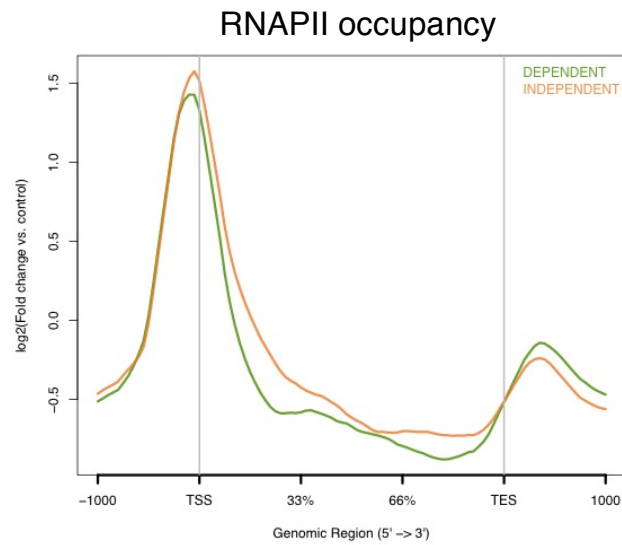

**Figure S10.** Metagene analysis of RNA polymerase II distribution in the ATPase-dependent (green) and ATPase-independent (brown) genes. The Y-axis gives the log2 of the ChIP signals normalized to input.

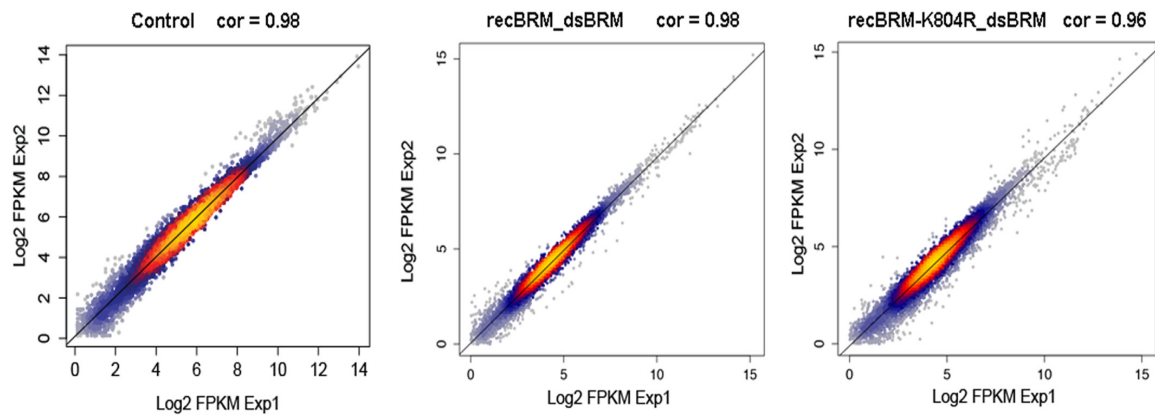

**Figure S11.** RNA-seq experiments: Pearson's correlation analysis of biological replicates.

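The correlation between the 2 replicates of each group was computed as Pearson's r across 12986 genes, on the scale of log2(CPM + 1). It was 0.995 for control cells, 0.996 for BRM-depleted cells, 0.987 for recBRM-V5 cells and 0.993 for recBRM-K804R-V5 cells. Genes are not independent replicates, and the wide range of expression levels alone gives a high r. A pseudocount of 0.1 lowered these values to between 0.982 and 0.989.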

How the deposited data were processed for this re-analysis (not part of the article)

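The data were the processed files of the BRM ChIP-seq and RNA-seq experiments in S2 cells, an established cell line of Drosophila melanogaster. The RNA-seq table holds 8 libraries, 2 biological replicates each of control cells (no BRM plasmid, dsRNA against GFP), BRM-depleted cells (no BRM plasmid, dsRNA against BRM), recBRM-V5 cells and recBRM-K804R-V5 cells (both with dsRNA against BRM). The ChIP-seq table holds 4 libraries, 2 replicates of the BRM immunoprecipitate and 2 of the Input. Conditions and replicates were taken from the sample labels and the paper. All columns of both tables belonged to these samples.

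The authors counted the RNA-seq reads per gene with HTSeq after mapping with TopHat2 to BDGP6, and the deposited counts are not normalized. The ChIP-seq table, although it is called a count table, holds coverage signal that the authors averaged per gene with ngs.plot after alignment with Bowtie 2. Its values have decimals and similar means in all libraries, and come without the reads of each library. The table keeps the replicates apart, whereas the methods merge them for plots. Annotation release, counting options and the scaling of the signal are not stated in the paper's text.

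A count test of IP against Input, a TMM scaling of the ChIP-seq values and limits on Input counts had been chosen before the data were examined, on the assumption of counts. Because the table holds signal, they were replaced by limma on log2(signal + 0.1), by dividing each replicate's ratios by their median, and by a limit on the Input signal of 0.5. All other main tests were fitted as chosen before the data were examined, with 1 exception in the promoter search, whose background was all other annotated protein-coding genes in place of all annotated genes.

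Counts were analyzed in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, all 8 libraries in 1 fit), and Benjamini-Hochberg adjusted p-values under 0.05 were called. The alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1), other normalizations, other count limits, other thresholds, fits of only the 4 libraries compared, a replicate block and leaving out each library. In the first run edgeR's robust option was switched on. Its results, 1464 and 854 changed genes in the recombinant lines and an ATPase-independent share of 53.4%, had been seen when the option was set aside because the chosen design does not name it. It is kept as an alternative. The closing section reports the alternatives that moved a main result. An unadjusted p under 0.05 was added as a further alternative after the data were examined. Leaving out a library leaves a group of 1, so these fits give fold changes and no p-values.

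Standard errors were taken from the fold change and the F statistic. Other statistics used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Permutation tests used 100000 permutations, so the smallest p they can give is 1e-05. Group means over genes treat genes as units, which are not independent replicates. Gene symbols and positions came from the BDGP6 annotation. Of the identifiers, 95.7% in the RNA-seq table and 96.1% in the ChIP-seq table had a symbol. Names of Table S1 were matched by symbol and synonym. The table as read here holds 270 ATPase-dependent and 271 ATPase-independent names, against 274 and 267 in the paper's text.

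Targets were genes with a mean IP/Input of both replicates of at least 1.1 that changed in recBRM-V5 cells, without the 7 copper genes of the supplement. The brm gene itself is among them and in Table S1. They were ATPase-independent when they also changed in recBRM-K804R-V5 cells in the same direction, and ATPase-dependent otherwise. Genes named in the text were fixed by a rule before the data were examined. It took the genes the paper names as examples, the 7 copper genes, the genes of Tables S2 and S4, the members of the gene lists, and the 5 largest rises and falls of each recombinant line among the called genes whose libraries do not overlap. The gene lists were the metallothioneins, the 7 copper genes, the glutathione S-transferases, the heat shock genes, the SWI/SNF subunits and the transcription factors of Table S4. These lists were tested with camera at a preset correlation of 0.01 and with fry as the alternative.

 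A count of 0 allows up to 3 counts of the library total, and folds against groups at or below 3 counts are given as lower bounds. Wilson intervals have a level of 95% and cover counting error only. Reads of near-identical copies, such as the Hsp70 genes and some glutathione S-transferases, could be shared in the counting, and values of these genes are uncertain.

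The tests were tried on simulated data first or, for the permutation tests and the rule for binding, in a step added after the first run. In counts simulated for 8165 genes with 200 changed genes, as the mean of 10 draws, edgeR recovered 63.2% with 5.96% false calls, limma-voom recovered 61.9% with 5.86%, and DESeq2 recovered 71.0% with 13.8%. The first version of this check used a single draw. In simulated signal of 13924 genes, limma recovered 100% of 200 changed genes with 7 false calls. The size of these simulated changes and their noise are not stated here. In the real data, log2 IP/Input had an r of -0.282 between the replicates. The recovery therefore does not show that limma could detect binding at the required IP/Input in the real data. In sets without a difference, 4% of the permutation tests and 5% of those of medians gave a p under 0.05.

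RNAPII, nucleosome and anti-V5 ChIP-seq data, gene ontology classes and protein blots were not analysed here. The recombinant lines treated with dsRNA against GFP were not analysed here.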

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

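The tests of normalization, of copper, of copper induction, of brm amounts and of binding at genes that BRM does not bind were chosen after the results they concern were seen.

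The recombinant lines differ in brm RNA. In recBRM-V5 cells it was higher than in recBRM-K804R-V5 cells by a log2 fold change of 3.33 (standard error 0.28), a difference between groups that the paper does not discuss. A difference in library size or normalization is argued against, since the smallest value over the settings of the fit was 3.29. Weaker copper induction in recBRM-K804R-V5 cells is argued against as the whole cause, since the 4 tested metallothionein genes differed by a median of 0.66 between the lines (range 0.42 to 1.91 over the genes, and 0.39 to 0.94 for the median with each library left out in turn), and 0 of them passed an adjusted p under 0.05, although 2 did when adjusted over the list alone. As a set these genes were higher in recBRM-V5 cells with camera (adjusted p = 0.0094) and not with fry (adjusted p = 0.0635). The 7 copper genes of the supplement did not differ as a set (median -0.0016, camera adjusted p = 0.861, fry adjusted p = 0.871). Their median ranged from -0.30 to 0.29 with each library left out in turn. Weaker induction as a part of the cause remains open. Plasmid copy number, integration site and RNA stability can differ between separately made lines and were not tested. A biological effect of the mutation on brm RNA also remains untested.

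Between recBRM-V5 and recBRM-K804R-V5 cells, 387 genes differed in the test of the difference itself. With only the 4 libraries compared the number was 105. The paper attributes the difference at its target genes to the ATPase activity. The amount of recombinant brm RNA differed as well (log2 fold change 3.33), and each protein was measured in 1 cell line. From RNA alone the amount and the activity cannot be told apart, and both may contribute. A difference in RNA does not give the difference in protein. The paper shows a blot of BRM levels, and reports that both proteins assembled into SWI/SNF complexes and were recruited to the targets. Those data were not analysed here. A contrast at equal amounts of brm RNA and protein would be needed.

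MtnD was at least 278-fold higher in recBRM-V5 cells than in control cells. It is not among the genes the paper discusses, and it is absent from the counts of BRM-depleted cells. The metallothionein family rose in both recombinant lines, with a log2 fold change of 4.94 for MtnA in recBRM-K804R-V5 cells. Copper was given to the recombinant lines, and the text does not state it for control cells. Copper and the recombinant proteins cannot be told apart here, since no library is stated to have the one without the other. A response to copper is a candidate explanation for part of the changes that both lines share, and selection of the stable lines is another that was not tested.

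Of the genes changed in recBRM-V5 cells, 435 were not bound by BRM and changed in the same direction in recBRM-K804R-V5 cells. They lie outside the target genes the paper studied. They were 35.9% of the not bound genes changed in recBRM-V5 cells, and 9.18% of all 7190 tested genes without binding changed in recBRM-K804R-V5 cells. The share restates the pattern and excludes nothing. Binding below the limit of 1.1 is not excluded at these genes, since only 187 of the 496 Table S1 genes with Input signal pass that limit. Binding by BRM, indirect effects of BRM, copper and differences between the lines all remain open, and no test separates them.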

How the results depend on the processing

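In all, 93 results were recomputed under 49 settings, which gave 827 alternative values; 19 settings were added after the data were examined. Of the values of single genes, gene lists and other secondary results, 471 stayed as they were, 30 moved, 6 became stronger, 1 became weaker and 1 reversed. Among the main comparisons 221 stayed as they were, 73 moved, 6 became stronger, 11 became weaker and 7 reversed. The direction of brm, Cpr49Ac, ph-d and peg held in recBRM-V5 cells under all alternatives run. The cause of a move was not tested unless the sentence names it.

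With an adjusted p under 0.01, fewer genes pass by construction. The number of changed genes fell to 560 in recBRM-V5 and 316 in recBRM-K804R-V5 cells against control cells, 105 between the lines, and 588 and 313 against BRM-depleted cells. Targets fell to 97, the ATPase-independent share to 34.0%, the share of ATPase-dependent genes that differ between the lines to 15.6%, the difference between bound and not bound genes to 0.38 percentage points (Fisher's exact test, p = 1), and the changed transcription factors of Table S4 in recBRM-V5 cells to 1. With an absolute log2 fold change of at least 1, recBRM-V5 cells had 968 changed genes against control and 1040 against BRM-depleted cells, and 2 transcription factors.

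With an unadjusted p under 0.05, a setting chosen after seeing the data that lets more genes pass by construction, the numbers were 2562 and 2049 for recBRM-V5 and recBRM-K804R-V5 cells, 378 for BRM-depleted cells, 1565 between the lines, and 2809 and 2354 against BRM-depleted cells. The ATPase-independent share was 61.2%, 25 ATPase-independent genes changed in BRM-depleted cells, 57.0% of ATPase-dependent genes differed between the lines, and 8 and 1 transcription factors changed in recBRM-V5 and recBRM-K804R-V5 cells.

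In fits of only the 4 libraries compared, 740 genes changed in recBRM-V5 cells, 44 in BRM-depleted cells and 105 between the lines, and 1033 and 1907 in recBRM-V5 and recBRM-K804R-V5 cells against BRM-depleted cells. Targets were 117, the ATPase-independent share 62.4%, 1 ATPase-independent gene changed in BRM-depleted cells, r between the lines was 0.763, and 1 transcription factor changed. Without the filter on low counts, 66 genes changed in BRM-depleted cells, 718 between the lines and 1766 in recBRM-K804R-V5 against BRM-depleted cells. Then 7 ATPase-independent genes changed in BRM-depleted cells, 34.0% of ATPase-dependent genes differed between the lines, r was 0.599, and 1 transcription factor changed in recBRM-K804R-V5 cells. With at least 10 counts in every library, 236 genes differed between the lines. The DESeq2 test called 20 genes in BRM-depleted cells, 4 of them ATPase-independent, 35.8% of ATPase-dependent genes between the lines, and 1 transcription factor in recBRM-K804R-V5 cells. With library size alone in place of TMM, the share of rises among the changed genes of recBRM-V5 cells fell from 60.1% to 50.3% against control cells and from 58.6% to 46.8% against BRM-depleted cells, and the median of all genes against control cells was -0.09.

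The rule for binding moved the numbers of bound genes and targets. They were 835 and 73 with an IP/Input of at least 1.2 (difference between bound and not bound genes 10.1 points, Fisher's exact test, p = 0.108), 5196 and 617 with at least 1.0, and 4045 and 476 with ratios divided by their median, which was chosen after seeing the data. With 1.1 in both replicates they were 186 and 33, the ATPase-independent share was 45.5%, 11.1% of ATPase-dependent genes differed between the lines, and the difference between bound and not bound genes was 7.25 points (Fisher's exact test, p = 0.469). With limma they were 0 and 0. Across the fits that each left out a ChIP-seq replicate, bound genes ranged from 2154 to 3504, targets from 245 to 435, the ATPase-independent share from 42.4% to 46.0%, and the difference between bound and not bound genes from 4.93 to 11.0 points. The difference in BRM level between decreased and increased targets ranged from -0.0024 to 0.038 and that between ATPase-independent and ATPase-dependent genes from -0.015 to 0.012, so the sign of each rested on a single replicate. The TMM scaling of ChIP counts and the limit of 200 Input counts were not run, since the table holds no counts.

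The correlation between both lines was 0.648 with control library 1 for recBRM-V5 and 2 for recBRM-K804R-V5 cells, 0.557 with the reverse, 0.808 over genes changed in recBRM-V5 cells only, and from 0.632 to 0.749 across the fits that each left out a library. Karl in recBRM-V5 cells ranged from -0.27 to 0.75, and the low value was that without recBRM-V5 replicate 1.

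The difference in expression between targets and other genes was 1.33 (permutation test, p = 0.0118) with the mean over all 8 libraries, 0.19 with p = 0.0009 by rank, 1.43 (p = 1e-05) with the Table S1 lists, and from 0.0069 to 0.13 across the fits that each left out a control library. The mean over all 8 libraries took in 12036 other genes with a median of 12.0 CPM, against 10461 with 20.2 CPM in the main comparison. The difference in CPM between ATPase-dependent and ATPase-independent genes was -11.4 (permutation test, p = 0.750) with the mean over all 8 libraries, 24.7 (p = 0.226) with this mean and without brm and MtnA, a setting chosen after seeing the data, 44.1 with p = 0.731 by rank, and 22.6 (p = 0.309) with the lists derived here. With those lists the difference in BRM level between decreased and increased targets was -0.00064 (permutation test, p = 0.963).

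For TATAAA, with only the most upstream TSS the difference from other genes was 0.73 points for all targets (Fisher's exact test, p = 0.596), -0.50 for ATPase-dependent (p = 0.916), 1.94 for ATPase-independent (p = 0.291) and -5.66 for decreased genes (p = 0.0033). With the lists derived here it was 7.98 for ATPase-dependent (Fisher's exact test, p = 0.0326) and 1.52 for decreased genes (p = 0.610). Against other genes tested in the RNA-seq it was 8.31 for ATPase-dependent (Fisher's exact test, p = 4.69e-06) and 1.43 for decreased genes (p = 0.413).

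The camera calls of the heat shock genes in recBRM-K804R-V5 cells (adjusted p = 0.000936) and BRM-depleted cells (0.0094), and of the SWI/SNF subunits in BRM-depleted cells (0.0276), did not hold under fry (adjusted p 0.0857, 0.341 and 0.256). Between the recombinant lines, those of the metallothioneins (0.0094) and the heat shock genes (0.0163) did not hold either (0.0635 and 0.221). With a pseudocount of 0.1 the replicate correlations were 0.989, 0.989, 0.982 and 0.986 for control, BRM-depleted, recBRM-V5 and recBRM-K804R-V5 cells.

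Replicate numbers are shared between groups, but neither the paper nor the labels tie them to a day or batch, and the correlation of deviations between groups ranged from -0.40 to 0.70, so the pairing is not evidenced. With the replicate number as a block, 1283, 729, 0 and 279 genes changed in recBRM-V5, recBRM-K804R-V5 and BRM-depleted cells against control and between the lines, and 1385 and 774 against BRM-depleted cells. Targets were 179 and the ATPase-independent share 50.3%, and limma with the block bound 0 genes.

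With 2 libraries per group, fold changes from single libraries carry no p-value, and the absence of read numbers from the ChIP-seq table leaves the error of each ratio known only from the 2 replicates.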

Differences from the paper's values

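The comparisons with ratios divided by their median, with an unadjusted p under 0.05 and with the Table S1 lists for expression were chosen after the results were seen. A gap is called closed when the larger value is at most 1.5 times the smaller, so that a difference can remain. With an IP/Input of at least 1.1 and an adjusted p under 0.05, 210 target genes were found here against the paper's 541. Of the alternatives set before the data were examined, an IP/Input of at least 1.0 (617) and ChIP-seq replicate 1 alone (435) closed the gap, and the others did not. Ratios divided by their median (476), chosen after seeing the values, also closed it, and an unadjusted p under 0.05 (312), likewise chosen after seeing the values, did not.

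Of the targets, 93 decreased against the paper's 245, and 117 increased against the paper's 296. The same alternatives closed these gaps, with 245 and 372 genes at an IP/Input of at least 1.0, 166 and 269 with ChIP-seq replicate 1 alone, and 199 and 277 with ratios divided by their median, chosen after seeing the values. No other alternative set before the data were examined did.

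Targets also changed in recBRM-K804R-V5 cells numbered 1.1e2 (all of the 210 but 99) against the paper's 270, and the same 1.1e2 genes changed in the same direction against the paper's 267. With an IP/Input of at least 1.0 the numbers were 295 and 290, and with ChIP-seq replicate 1 alone 202 and 200, which closed the gaps; the other alternatives set before the data were examined did not. Ratios divided by their median (227 and 224) and an unadjusted p under 0.05 (197 and 191), both chosen after seeing the values, closed them too. The ATPase-dependent genes numbered 99 against the paper's 274. An IP/Input of at least 1.0 (327), ChIP-seq replicate 1 alone (235) and, chosen after seeing the values, ratios divided by their median (252) closed this gap, and the other alternatives did not.

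Of the ATPase-independent genes, 0 changed in BRM-depleted cells against the paper's 24. None of the alternatives set before the data were examined closed the gap, and their highest value was 7, without the filter on low counts. With an unadjusted p under 0.05, chosen after seeing the values, the number was 25. Of the 22 matched genes of Table S2, 20 pass that threshold in BRM-depleted cells.

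The mean expression of the ATPase-dependent genes of Table S1 was 152 CPM against the paper's 236. None of the alternatives set before the data were examined closed the gap. The median expression of the targets was 23.2 CPM, against about 60 in Fig. 2b, read by eye. None of those alternatives closed this gap, and the Table S1 lists, chosen after seeing the values, did (53.9 CPM).

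TATAAA was found in 14.8% of the ATPase-dependent genes against the paper's 7.4%, and in 17.2% of the ATPase-independent genes against the paper's 9.3%. Of the alternatives set before the data were examined, only the most upstream TSS closed the gaps (9.6% and 12.0%), and the lists derived here did not.

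The paper states that the targets have fewer TATA boxes than a genome average taken from its reference. For the Table S1 lists the shares of all targets and of both groups here also lie below that average, and for the lists derived here (20.4% of all targets) they lie above it. The background here was other annotated protein-coding genes, and against it the targets of Table S1 had more, 16.0% against 11.9% (Fisher's exact test, p = 0.00779). The difference was 0.73 points (Fisher's exact test, p = 0.596) with only the most upstream TSS, 8.46 points (Fisher's exact test, p = 0.00104) with the lists derived here, and 9.86 points (Fisher's exact test, p = 1.11e-13) against other genes tested in the RNA-seq, a background chosen after seeing the values. The paper states that targets are more expressed than other genes, and the difference here did not pass its test with the targets derived here, but did by rank, with the mean over all 8 libraries and, chosen after seeing the values, with the Table S1 lists. The other genes include genes too low to be called as changed, so higher expression of targets is partly built in. The paper gives Karl as a gene with similar effects of both proteins. It was not called here in either line at an adjusted p under 0.05, nor at an unadjusted p under 0.05. The paper states that BRM is higher in the bodies of the decreased targets and at the TSS of the ATPase-independent genes. Over whole genes neither difference passed its test here.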

Other observations

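The tests of crossed pairing, of copper and of binding at not bound genes were chosen after the results were seen. Of the remaining tests, the measure that decides on binding by BRM was changed, after its values were seen, from the 35.9% of not bound genes to the difference of 17.0 points between bound and not bound genes, and the measure that decides on gene length was changed, after its value was seen, from the control replicates (rho -0.0154) to the recBRM-V5 comparison.

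The IP/Input ratios of the ChIP-seq replicates are not positively correlated across genes. The ratio falls with GC content in replicate 1 (Spearman's rho -0.390) and rises with it in replicate 2 (rho 0.401), across genes. With both trends removed, r between the replicates moved from -0.282 to -0.159, so GC content accounts for a part and is argued against as the whole cause. Exchanging the Input samples between replicates gave -0.691, which argues against crossed pairing. Genes over 15 kb gave -0.616, which argues against noise from low coverage of short genes. Differences in antibody yield or chromatin preparation may be involved and were not tested, and no biological explanation was tested. The 78 genes of chromosome 4 had a median log2 IP/Input of -0.01 in replicate 1 and -0.56 in replicate 2.

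The genes of Table S1 were enriched in replicate 1 and not in replicate 2. Their median log2 IP/Input lay above that of other genes by 0.38 in replicate 1 and by -0.06 in replicate 2. With the GC trends removed these values were 0.34 and -0.00905, which argues against GC content as the cause. What else separates the replicates was not tested, and the genes may have been defined on values close to those of replicate 1, since 78.0% of them reached an IP/Input of 1.1 there and 17.5% in replicate 2.

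The shared response of the recombinant lines exceeds what shared control libraries give, with r of 0.557 in the lower of the comparisons with separate control libraries and 0.629 and 0.638 when no library was shared. Copy number differences between the lines are argued against as the source of most shared calls. Of 153 blocks of 50 neighbouring genes, 1 was shifted alike in both lines at a log2 threshold of 0.4, with at most 1 in 1000 shuffled orders. Without this block, 98.9% of the shared calls on placed genes remained. Shifts beyond the limits of shuffled orders were found in 10 blocks in recBRM-V5 and 8 in recBRM-K804R-V5 cells, 3 of them in both. When every shifted block was left out, 86.6% of the shared calls remained. Higher expression of bound genes is argued against as the source of the larger share at bound genes. Over 5 classes of expression the pooled odds ratio was 2.07 (95% interval 1.54 to 2.79), and the median level was 32.0 CPM in bound and 32.4 CPM in not bound genes. Whether the shared response depends on binding by BRM stays open. The difference of 17.0 points between bound and not bound genes was 4.93 and 11.0 with a ChIP-seq replicate left out, 7.25 (Fisher's exact test, p = 0.469) with binding in both replicates and 0.38 (Fisher's exact test, p = 1) at an adjusted p under 0.01. With other rules for binding the difference was 10.1 points at an IP/Input of at least 1.2 (Fisher's exact test, p = 0.108). It was 15.2 points at an IP/Input of at least 1.0 (Fisher's exact test, p = 5.24e-09). With an Input signal of at least 1 it was 17.9 points (Fisher's exact test, p = 2.45e-06). The copper treatment, with MtnA at 4.94 in recBRM-K804R-V5 cells, cannot be told apart from the recombinant proteins.

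Genes called in recBRM-V5 and not in recBRM-K804R-V5 cells tend to move the same way in both. Of the 99 ATPase-dependent genes derived here, 81.8% moved in recBRM-K804R-V5 against BRM-depleted cells, a comparison that shares no library with that of recBRM-V5 against control cells but uses the recBRM-K804R-V5 libraries of the call, in the direction they took in recBRM-V5 cells, against 67.8% of all tested genes. The share was 78.4% in Table S1 and 85.2% in all 900 genes changed in recBRM-V5 and not in recBRM-K804R-V5 cells. For the 99 genes the median change in that direction was 1.42 in recBRM-V5 against control cells and 0.44 in recBRM-K804R-V5 against BRM-depleted cells. The genes were chosen for being called in the former line and not in the latter, so the gap between these medians is favoured by the choice. From the shares in the same direction, a weaker change in recBRM-K804R-V5 cells may account for a part of this group. The lower amount of brm RNA in recBRM-K804R-V5 cells and the loss of ATPase activity both remain open as its origin.

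The changes in recBRM-V5 cells did not follow gene length (Spearman's rho -0.0309 across 7771 genes), and those in BRM-depleted cells followed it with rho 0.162. GC content followed the difference between the control replicates (rho -0.42) and between the recBRM-V5 replicates (rho -0.47) more than the changes in recBRM-V5 (rho -0.07) or recBRM-K804R-V5 cells (rho 0.07), and it followed those in BRM-depleted cells with rho -0.33.

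In recBRM-V5 cells the 27 tested glutathione S-transferase genes had a median log2 fold change of 1.87 with 19 called higher and 0 lower, and in recBRM-K804R-V5 cells 1.34 with 14 higher; in BRM-depleted cells the median was 0.04, and between -0.10 and 0.26 with each library left out in turn. Adjusted over the list alone, 20 and 17 changed. Of the family, 14 are among the ATPase-independent increased genes of Table S1 and 3 among the ATPase-dependent ones. The 14 heat shock genes had medians of 1.63, 0.98 and -0.56 in recBRM-V5, recBRM-K804R-V5 and BRM-depleted cells, with 8, 1 and 0 called (9, 8 and 0 over the list alone). Without replicate 1 of the recBRM-K804R-V5 cells the second of these medians was 0.56, and without replicate 2 it was 1.48. The 10 SWI/SNF subunits, brm included, had medians of -0.21, -0.02 and -0.21, which ranged from -0.38 to 0.04, from -0.23 to 0.14 and from -0.38 to -0.05 with each library left out in turn, with 1, 1 and 0 called (1, 1 and 1 over the list alone), brm being the gene called in the recombinant lines.

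In recBRM-V5 cells, 31 genes had at least 20 counts in both libraries and at most 3 in every control and BRM-depleted library, and 7 genes showed the reverse. In recBRM-K804R-V5 cells the numbers were 13 and 3. Between BRM-depleted and control cells they were 0 and 0. The limits were chosen after the largest changes had been seen. Both lines shared 8 of the genes that appeared, CG15005, CG2772, CG8870, MtnB, MtnD, MtnE, ZnT35C and psd, and 2 of the genes that were lost, kairos and FBgn0085780.

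In Table S4, the value given for recBRM-K804R-V5 equals the mean of the values for control and recBRM-V5 cells in 36 of 36 lines, to the printed decimals, including all 11 lines in which the latter differ by at least 0.1. In the counts, ap had 2375 CPM in recBRM-K804R-V5 cells, close to its level in control cells.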
